# Chd8 regulates X chromosome inactivation in mouse through fine-tuning control of *Xist* expression

**DOI:** 10.1038/s42003-021-01945-1

**Published:** 2021-04-15

**Authors:** Andrea Cerase, Alexander N. Young, Nerea Blanes Ruiz, Andreas Buness, Gabrielle M. Sant, Mirjam Arnold, Monica Di Giacomo, Michela Ascolani, Manish Kumar, Andreas Hierholzer, Giuseppe Trigiante, Sarah J. Marzi, Philip Avner

**Keywords:** Stem cells, Chromatin, Epigenetics, Long non-coding RNAs

## Abstract

Female mammals achieve dosage compensation by inactivating one of their two X chromosomes during development, a process entirely dependent on *Xist*, an X-linked long non-coding RNA (lncRNA). At the onset of X chromosome inactivation (XCI), *Xist* is up-regulated and spreads along the future inactive X chromosome. Contextually, it recruits repressive histone and DNA modifiers that transcriptionally silence the X chromosome. *Xist* regulation is tightly coupled to differentiation and its expression is under the control of both pluripotency and epigenetic factors. Recent evidence has suggested that chromatin remodelers accumulate at the X Inactivation Center (*XIC*) and here we demonstrate a new role for Chd8 in *Xist* regulation in differentiating ES cells, linked to its control and prevention of spurious transcription factor interactions occurring within *Xist* regulatory regions. Our findings have a broader relevance, in the context of complex, developmentally-regulated gene expression.

## Abstract (web summary)

Andrea Cerase et al. report that the chromatin remodeler Chd8 is a key regulator of mammalian *Xist* expression and therefore X chromosome inactivation. They find that Chd8 activates *Xist* expression in embryonic stem cells, while in differentiating cells it acts to prevent spurious *Xist* expression through blocking transcription factor binding to the *Xist* promoter.

## Introduction

In mammals, sex is determined by the presence, number and combination of X and Y chromosomes^1–4^. Female mammals silence one of their two X chromosomes early in development in order to ensure X-linked gene dosage between females and males^1,2^. In mouse, an imprinted form of this process, where it is always the paternal X that is inactivated, is initiated in early development at the 2–4-cell stage (imprinted XCI). This form of XCI is then reversed during embryonic development at the blastocyst stage in the cells of the inner cell mass (ICM), where both X-chromosomes become active and subsequently have equal chances to be inactivated during the onset of gastrulation^5^. *Xist* lncRNA is the master regulator of XCI^6^. Its mono-allelic upregulation and *in cis-*spreading of *Xist* RNA triggers the initiation of the inactivation process by recruitment, directly or indirectly, of repressive chromatin and of DNA modifiers to silence gene-transcription^6–13^.

Differentiating female ES cells, carrying two X chromosomes, are a widely used model for the study of X chromosome inactivation as they closely recapitulate the early phases of random XCI^4,14–16^ in the embryo, and have been instrumental in allowing the dissection of the molecular pathways involved in *Xist* regulation. Previous work from the Avner laboratory has demonstrated that transcription of *Xist* and the *Tsix* lncRNA, its major antagonist, is precisely controlled by pluripotency factors^17–19^. Other laboratories have investigated the role of nearby genes encoding lncRNAs such as *Jpx* and *Ftx* and protein factors such as *Rnf12* (also known as *Rlim*) and YY1/CTCF in the allelic regulation of *Xist* and *Tsix*^20–27^. The current model comprises a complex interaction network that is in a dynamic transcriptional equilibrium in undifferentiated ES cells^28^. In differentiating cells, *Xist* is strongly mono-allelically up-regulated, spreads onto the chromosome from which it is transcribed and silences genes *in cis*, including *Tsix* (reviewed in Van Bemmel et al. ^29^). It is known that the *Xist* promoter in undifferentiated ES cells is bivalent^30^, marked by both repressive and active histone modifications, and poised for activation. This state is resolved during differentiation at the up-regulated allele of *Xist*, which becomes actively transcribed and marked by a strong domain of H3K4me3^21,23^. In the context of these changes at the chromatin level in the vicinity of the *Xist* promoter, we hypothesise that chromatin remodelers may have a role in the onset of *Xist* regulation during cell differentiation.

ATP-dependent chromatin remodelers play essential roles in chromatin biology, compacting or relaxing the chromatin threads and, in turn, restricting or facilitating access of transcription factors (TFs), RNA polymerase II (Pol II) and the basic transcriptional machinery to the underlying DNA sequences^31^. In mammals there are about 30 different types of ATP-dependent chromatin remodelers, belonging to four major remodeler families^32^: SWI/SNF, ISWI, NURD-CHD, and INO80. Such complexes are implicated in most cell activities, from regulation of differentiation, to pluripotency and gene-specific activities. Chromatin remodelers can form hundreds of distinct functional entities by complexing amongst themselves in the cell, although the true extent of this phenomenon and the issue of tissue specificity, remain for the most part unexplored. There are however indications that these complexes have relatively little or no functional redundancy as single-gene Knock-Outs (KO) of chromatin remodelers generally produce observable and often very severe phenotypes^33^. For example, the BAF250 family, belonging to the SWI/SNF complex, is composed of three members (BAF250A–B–C). BAF250-A null embryos die at ~E6.5 and the defect is not compensated for by either BAF250B or BAF250C^34^. Similarly, *Chd2* mutants die before birth and other Chd-family members do not appear to compensate for such mutations^35^.

In order to focus our analysis on chromatin remodelers likely involved in the regulation of the initiation of XCI, we screened for candidate regulators, using the following criteria: (i) accumulation and binding to the X inactivation centre (XIC)^28,36^; (ii) robust expression during early mouse developmental stages^37,38^; (iii) a KO phenotype, where known, compatible with a role in XCI (MGI, www.informatics.jax.org/) or phenocopying XCI-defects. Based on these selection criteria and preliminary analysis, we decided to focus our immediate attention on the Chromodomain-Helicase-DNA-binding protein 8 (*Chd8*), which belongs to the CHD family. *Chd8* contains two chromodomains, a SWI/SNF2-like ATP-dependent helicase domain, several SANT/CR domains and two terminal BRK domains^31,39^. *Chd8* KO mice die in utero around E7.5–8 but appear to stop growing and start degenerating by E5.5, although sex-specific differences have not been reported^40^. A recent publication, which studied the role and the distribution of chromatin remodelers in ESCs, noted that different types of chromatin remodelers have specific histone substrate preferences, determining their genomic accumulation^36^. *Chd8* seems to accumulate in open-chromatin regions marked by H3K4me3 and DNA hyper-sensitivity sites^36^. *Chd8* has also been previously shown to regulate lncRNAs^41^ and autism-associated genes^42^. It is a key factor in correct neuronal differentiation, mutations which lead to autism spectrum disorders (ADS) phenotypes^41,43–45^. In our study, using undifferentiated and differentiating female ES cells and *Chd8* knock-down (KD) and KO systems, we demonstrate that *Chd8* has a critical role in *Xist* regulation. *Chd8* regulates strong yet controlled bursts of *Xist* expression, which are necessary for its correct spreading across the chromatin and initiation of XCI by preventing the spurious binding of TFs at the *Xist* promoter.

## Results

### Validation of experimental cell lines and conditions of differentiation

For our experiments we decided to use a previously developed and validated first-generation (F1) *129/castaneus* hybrid ES cell line carrying the insertion of a premature termination site in the *Tsix* gene (Fa2L)^46^. As a consequence of this mutation, when these cells are differentiated, the chromosome carrying the mutation (the *129* allele) is forced to become the inactive X chromosome (Xi) in ~95% of cells^46^. Furthermore, the extensive polymorphism between the *129* and the *castaneus* genomes facilitate allelic analysis. Single nucleotide polymorphisms (SNPs) between the strains are expected every 80–100 bp, on average^47^.

As female XX ESCs are known to be prone to lose one of their two X chromosomes, after extended passaging, we subcloned this line (Fa2L sub-clone 4; Fa2L-S4 hereafter) and verified the presence of two X chromosomes by DNA FISH (Supplementary Fig. 1c). In order to assess the efficiency of X chromosome inactivation initiation, we differentiated these cells from 2i conditions (undifferentiated state) to the neuronal progenitor cell state (NPCs) for 3 days (see the “Methods” section and below). We monitored the efficiency of XCI and differentiation by means of H3K27me3 Immunofluorescence (IF) staining, as a surrogate marker for the inactive X chromosome (Xi)^14,48^ and qRT-PCR analysis of selected differentiation (*Nestin*/*Rex1*) and XCI (*Xist/Tsix)* markers^17,19^ (see also the “Methods” section).

We show that after 3 days after differentiation induction, *Xist* and the NPC-specific marker Nestin are up-regulated and the pluripotency marker *Rex1* and *Tsix* (XCI marker) are correctly down-regulated. About 50% of the cells showed the presence of an inactive X chromosome by day 3 (H3K27me3 domains, Supplementary Fig. 1a, b). These data indicate that XCI has been robustly initiated by day 3 of differentiation, which was retained as the principal time point for subsequent analysis of *Xist* regulation during XCI initiation phase (see also Supplementary Fig. 4 and see the “Methods” section).

### Chd8 accumulates at the Xist promoter in undifferentiated and differentiated cells

In order to determine the genomic distribution of CHD8 in our cell lines, we performed ChIP-seq experiments for CHD8 and H3K4me3, an active chromatin mark recognized by CHD8 chromo domains^30^. As expected, ~90% of CHD8 peaks overlap with H3K4me3 sites in undifferentiated conditions, and >95% in differentiating conditions (Fig. 1a). Genome-wide analysis of CHD8 peaks reveals that this protein localizes at transcriptional start sites (TSS), at promoters and at intergenic regions as previously reported^49^ (Fig. 1b, c and Supplementary Fig. 2). We went on to test whether *Chd8* and H3K4me3 are enriched at the X inactivation center (XIC) with a particular focus on the *Xist* or *Tsix* promoters^34^. We note—as expected—that during differentiation there is a shift in H3K4me3 accumulation from the *Tsix* regulatory region (major promoter and *DXPas34* tandem repeats) to the *Xist* promoter (Fig. 1d)^50^. We show that in ES cells (undifferentiated conditions) there is a CHD8 peak at the Xist promoter, whilst a slightly larger peak characterising this region under differentiating conditions (Fig. 1d). We reasoned that the CHD8 peaks might contribute to *Xist* regulation both in undifferentiated conditions and at the onset of XCI, potentially opening up the chromatin at the *Xist* promoter (see below).

**Fig. 1:**
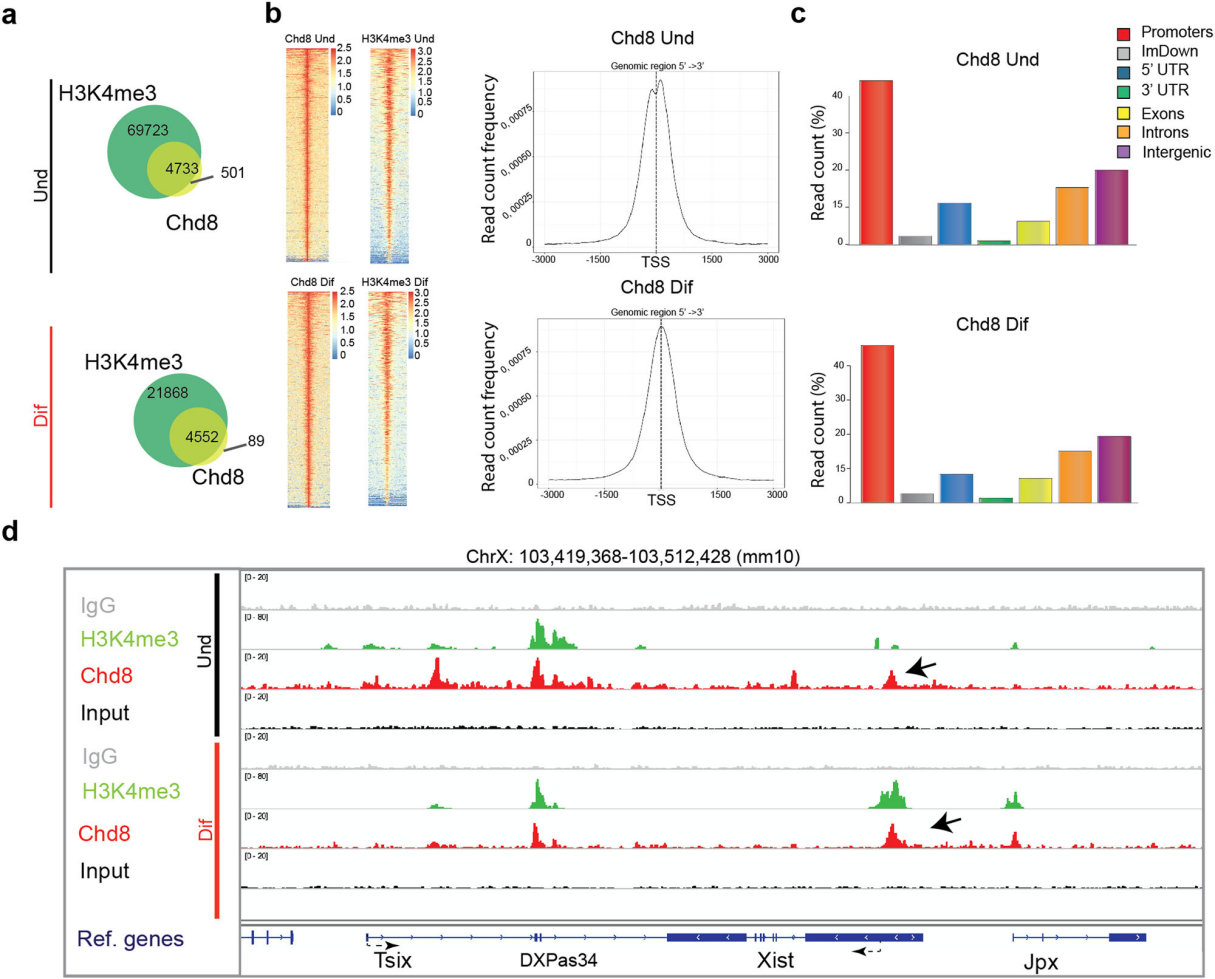
Characterization of the genomic distribution of *Chd8* and H3K4me3 peaks. **a** Overlap between *Chd8* and H3K4me3 peaks; top undifferentiated (Und) and bottom differentiated conditions (Dif) from two biological experiments. **b** Heatmaps showing the distribution of *Chd8* and H3K4me3 peaks in the genome (left). Association of *Chd8* peaks with transcriptional start sites (TSS); top undifferentiated, bottom differentiated conditions (right). Data from two biological replicas is shown. **c** Genomic features distribution of *Chd8* consensus peak sets; top undifferentiated, bottom differentiated conditions. Selected-features are shown (e.g. Promoters, Immediate downstream region (ImDown), etc.). Data from two biological experiments is shown. **d** *Chd8* distribution at aligned sequence reads at the *Xist* and *Tsix* promoter regions. Black arrows indicate *Chd8* peaks at the *Xist* promoter. A single representative set of ChIP-seq profiles is shown. Red: Chd8, green: H3K4me3, grey: IgG, black: input. Samples and antibodies used are indicated in the figure.

Exploiting the SNP differences between *129* and *castaneus*, we performed allele-specific analysis of the H3K4me3 chromatin mark first, due to its abundance on chromatin, allowing for proper statistical analysis. We assigned ChIP-seq reads to the *129*, *castaneus* (Cast) or reference genome (BL6) (see the “Methods” section). As expected, during differentiation, most of the H3K4me3 is associated with the *129* allele of the *Xist* promoter (the future Xi) after immunoprecipitation but not in the pre-IP materials (input) (Supplementary Fig. 3a, b)^46^. CHD8 also appears to be mostly associated with the 129 allele, although due to the known limited number of reads from Chd8 ChIP-seq experiments^51,52^, we do not have the power to detect statistical differences between the alleles (Supplementary Fig. 3a, b). It is possible that this robust gain of H3K4me3, upon differentiation, is necessary for recruiting *Chd8* and/or other chromatin remodeler complexes to the *Xist* promoter through its chromodomains.

### Chd8 KD affects Xist up-regulation but it does not majorly affects XCI initiation

To analyse the functional role of *Chd8* in XCI initiation, we performed siRNA-mediated KD experiments in the parental cell line (Fa2L-S4). In order to choose the best time-point for siRNA delivery, we checked the dynamics of *Chd8* expression relative to that of *Xist* during differentiation. During differentiation, *Chd8* mRNA levels peak at day one and then decrease, concomitantly with an increase of Xist RNA (Supplementary Fig. 4a). Increases of *Chd8* at the protein level were detected slightly later, at day 2/3 of differentiation (Supplementary Fig. 4b, c). In view of the expression kinetics of these genes, we decided to KD *Chd8* at day 1 of differentiation, upon exit of the pluripotent state, when *Chd8* mRNA is at its maximum level, by means of siRNA (for 48 h). Using a pool of 4 siRNAs we efficiently knocked down *Chd8* at RNA level by ~50–60% at day 3 of differentiation (Fig. 2a). The progression of XCI and differentiation was analyzed by means of qRT-PCR and IF (see also “Methods” section) (Fig. 2 and see the “Methods” section). We noted that this partial *Chd8* KD led to significantly reduced *Xist* expression (~30%) during differentiation (Fig. 2a), while *Tsix* down-regulation, cell differentiation markers (Rex1, Sox2, Nestin) and *Xist*-mediated gene-silencing processes were unaffected (Fig. 2b, c). We assessed whether the reduced *Xist* expression under *Chd8* KD conditions during differentiation is associated with defective XCI initiation. XCI initiation was followed in differentiated control and *Chd8* KD cells by means of H3K27me3 IF. Initiation of XCI was slightly reduced at day 3 of differentiation in KD vs. WT cells (Supplementary Fig. 5). As the H3K27me3 domains in *Chd8* KD are indistinguishable from the parental line in size (Supplementary Fig. 5), this observation suggests that potentially fewer cells may initiate XCI in the *Chd8* KD-treated cells. RNA-seq data, shows in *Chd8* siRNA vs. Control siRNA (Diff condition), 11 differentially expressed genes (DEG, false discovery rate (FDR) ≤ 0.05, and absolute log2FC ≥ 1—Supplementary Data 1), of which 6 were upregulated and 5 downregulated.

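For the siRNA experiment, polyadenylated RNA was sequenced from Fa2L-S4 cells, the female mouse embryonic stem cell line used in the study. The deposited table holds 6 libraries of cells differentiated for 3 days and treated with Chd8 siRNA at 50 nM, 2 libraries of differentiated cells treated with scrambled siRNA, and 3 libraries of undifferentiated, untreated cells. Supplementary Fig. 6b shows more scrambled libraries than the sample labels name, and all labelled libraries were used here. The authors trimmed the reads with cutadapt, aligned them with STAR, counted the reads over the exons of each gene with featureCounts, and deposited the counts without normalization. The table has 50686 rows, one per gene, and does not pair them with gene names or identifiers. The values are therefore numbers of genes, and the counts of Chd8 and Xist themselves are not analysed here, so the labels could not be checked against the targeted gene. Total counts were between 27140231 and 64354860 per Chd8 siRNA library (median 60896762), 42839689 and 53067204 in the scrambled libraries, and between 54353279 and 60466918 in the undifferentiated ones (median 56569532). From these counts, each pair of groups was compared with edgeR's quasi-likelihood test after edgeR's default filter on low counts and TMM normalization. Genes were called at an FDR of 0.05 or less by Benjamini-Hochberg adjustment and an absolute log2FC of 1 or more. No batch entered the fit, since the labels name none, whereas the authors state that their DESeq2 fits controlled for batch. The filter, the tool and the batches are the choices that could change the numbers of called genes.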

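Between differentiated cells treated with Chd8 siRNA (n = 6) and with scrambled siRNA (n = 2), 20092 genes passed the filter on low counts. edgeR's quasi-likelihood test called 0 genes, with 752 genes at an unadjusted p under 0.05. DESeq2 on the same libraries also called 0 genes, with 1050 at an unadjusted p under 0.05. The count stayed at 0 when each of the 8 libraries was left out in turn. In counts simulated with the same library sizes, the edgeR test recovered 194 of 200 genes changed by 2 on the log2 scale. It made 6 false calls. Each gene was drawn independently, with the spread fitted to its expression level, and the changed genes were among the better expressed. The simulation held no variation shared across genes. It therefore does not show how many changed genes the test would find in the real libraries.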

**Fig. 2:**
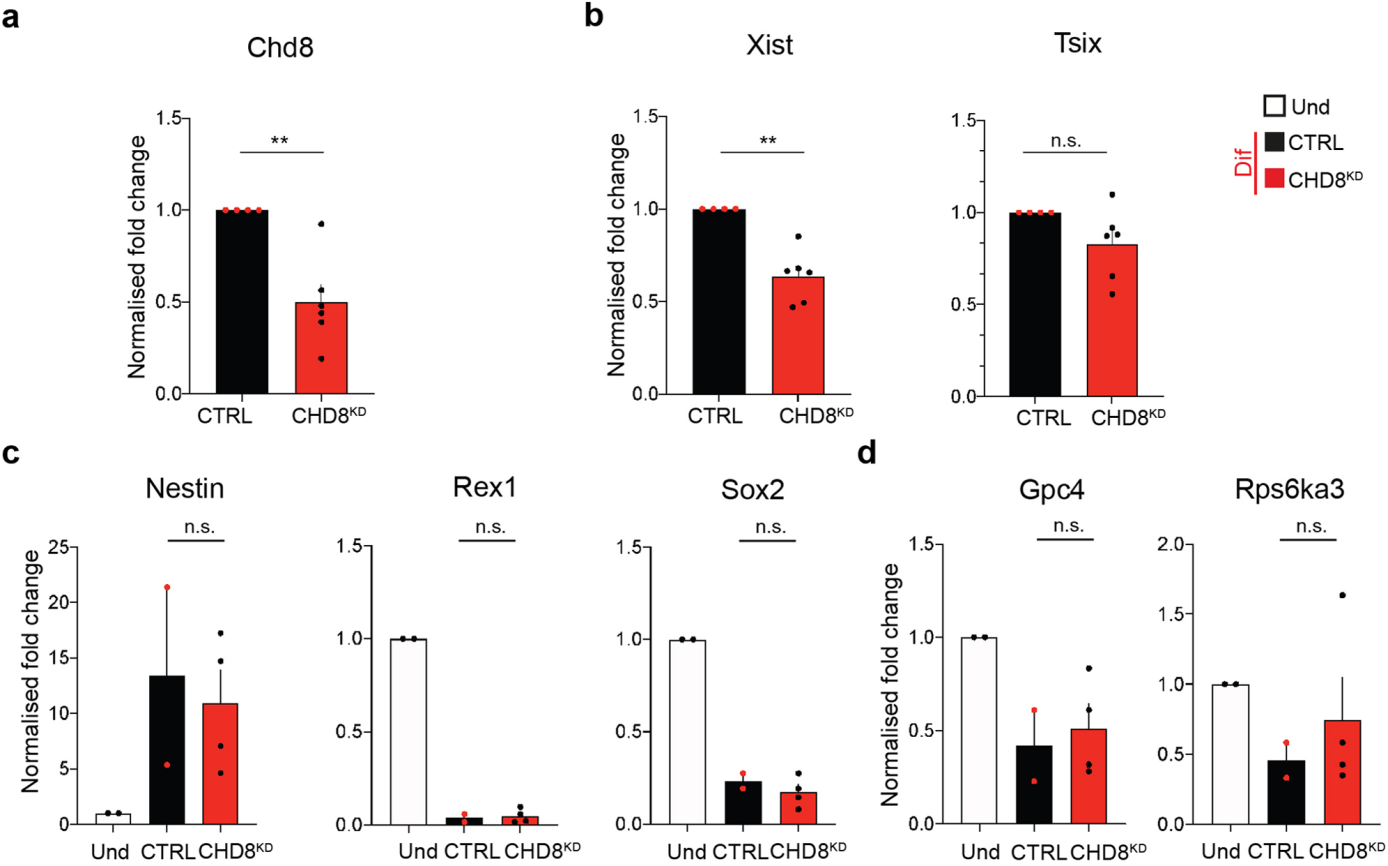
*Chd8* KD leads to *Xist* de-regulation. **a** CTRL-normalised *Chd8* qRT-PCR at 3-day differentiated cells in CTRL and *Chd8* KD cells is shown. CRTL: scrambled siRNA control (black bars), *Chd8*^KD^: specific siRNA pool to *Chd8* (red bars). Data from three independent experiments is shown. **b** CTRL-normalised *Xist* and *Tsix* qPCR at 3-day differentiated cells in CTRL and *Chd8*^KD^ cells is shown. CRTL: scrambled siRNA control (black bars), *Chd8*^KD^: specific siRNA pool to *Chd8* (red bars). Data from three independent experiments is shown. **c** Selected differentiation markers used for qRT-PCR analysis are shown. Data is normalised for the undifferentiated condition (Und). Data from two independent experiments is shown. **d** *Xist*-mediated gene silencing is not affected in *Chd8* KD (two randomly selected X-linked genes are showed). Data is normalised for the undifferentiated condition (Und). Data from two independent experiments is shown. Und (undifferentiated cells), Dif (3 day differentiated cells). Error bars represent standard error of the mean (SEM). Statistical significance was tested by means of two-tailed unpaired *t*-test (*p ≤ 0.05; **p ≤ 0.01). *p*-values, Xist = 0.00141, Chd8 = 0.00390. Single points represent independent biological samples. Gapdh was used as internal normalization control.

This relatively minor variation in gene expression suggests that the differentiation process is not, per se, affected by partial *Chd8* KD treatment (Supplementary Fig. 6a). 

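The extent of differentiation was measured in each library with a score. The score is the mean log2 CPM of the genes that rose on differentiation less the mean of the genes that fell. Both sets were called between differentiated and undifferentiated scrambled shRNA cells, a separate experiment, with 2459 genes rising and 2666 falling. The undifferentiated libraries scored -2.77, -2.84 and -2.84. The scrambled libraries scored 1.30 and 2.20, a mean of 1.75 ± 0.639 (SD, n = 2). The 6 Chd8 siRNA libraries scored 0.68, 0.57, 0.35, 0.30, 2.20 and 2.16, a mean of 1.04 ± 0.889 (SD, n = 6). The difference of -0.71 between the means was smaller in size than the Chd8 siRNA SD and larger than the scrambled SD. It gave p = 0.357 in an exact permutation test (two-sided), where the smallest p the design allows is 0.0357. Adjusted over 7 comparisons by Benjamini-Hochberg, p was 0.933. The test took libraries as independent, but consecutively numbered Chd8 siRNA libraries scored alike (2 and 3, 6 and 7, 9 and 10). The scrambled libraries numbered next to 2 and 3 and to 9 and 10 scored 1.30 and 2.20. If such runs are batches, which the labels do not state, n = 6 overstates the independent replicates. From the small number of DEG, the paper proposes that partial Chd8 KD does not affect the differentiation process. It also reports that Rex1, Sox2 and Nestin, measured by qRT-PCR, were unaffected, and that KD and control cells were alike in its PCA.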

Principal component analysis (PCA) reveals that the overall expression patterns of the *Chd8* KD cell line, during differentiation, is very similar to that of the control cell line (Supplementary Fig. 6a). 

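Principal components were computed from the log2 CPM of the 500 most variable genes of the 11 siRNA libraries. The first component held 83.3% of the variance and separated undifferentiated from differentiated libraries, with the undifferentiated ones between 72.4 and 85.0 and the differentiated ones between -48.9 and -10.5. The second held 11.7% and separated the differentiated libraries from one another. The Chd8 siRNA libraries numbered 9 and 10 and the scrambled library 11 lay at 24.4, 25.2 and 22.9, whereas the scrambled library 4 lay at -8.08 and the Chd8 siRNA libraries 2, 3, 6 and 7 at -17.6, -17.6, -22.7 and -30.3. Each of the 2 scrambled libraries had a Chd8 siRNA library as its nearest neighbour, at a root-mean-square distance of 0.52 for library 11 and 0.88 for library 4 on the log2 scale. Over all 21056 genes past the filter, the first component held 66.3% and the second 17.5%.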

RNA-seq analysis confirmed *Chd8* down-regulation (≥50%) was accompanied by only a small and statistically non-significant reduction in *Xist* expression (~17%). Differences in sensitivity and substrate preference between the qRT-PCR and the RNA-seq data likely explain such low-level discrepancies. Indeed, while qRT-PCR can capture both poly-Adenylated (PolyA+) and non-poly-Adenylated RNAs (PolyA−), our RNA-seq experiments were specifically designed to capture exclusively the cellular PolyA+ RNA pool (see the “Methods” section). Considering that a large proportion of *Xist* RNA is not polyadenylated^53,54^, these results are in line with our expectations. For these reasons, from this point, we will only refer to qRT-PCR analysis for *Xist* and *Tsix* paired quantification.

In order to assess the extent of *Xist* dependency on the levels of CHD8, we also generated two *Chd8* KD stable cell lines by lentiviral transduction showing respectively mild and severe *Chd8* KD (Chd8.1^KD^, Chd8.2^KD^, Chd8.1/Chd8.2 hereafter in the text) (Supplementary Fig. 7a, b, see also the “Methods”). In cell differentiation experiments, we noted that the mild *Chd8* KD (Chd8.1), in agreement with the siRNA-mediated *Chd8* KD, is associated with a reduced upregulation of *Xist* upon differentiation by qRT-PCR, although in this case, this variation was not statistically significant (*p* = 0.082). The discrepancies between the siRNA mediated and light shRNA *Chd8* KD line (Chd8.1), might be due to differences in level of KD achieved in the siRNA vs the shRNA experiment (50–60% vs. ~40% RNA KD at the RNA level, respectively); or to the experimental set up (such as stable vs. transient *Chd8* KD, see the “Methods” section). In the Chd8.1 cell line, qRT-PCR analysis, showed cell differentiation was not affected in this cell line at 3 days of differentiation in this cell line, using established markers (Supplementary Fig. 7c). We went on to test the role of mild CHD8 depletion during the XCI initiation phase by means of H3K27me3 IF in these stable KD cell lines. In the *Chd8*.1 cell line, we showed a modest reduction in the number of cells that initiate XCI (Supplementary Fig. 7a), similar to that seen for the siRNA-mediated KD (Supplementary Figs. 2 and  5). In the severe CHD8 KD (Chd8.2 ≥ 80% Chd8 KD), we show a modest but significant increase in Xist expression and a concomitant increase of *Tsix* repression, at the onset of XCI. Overall cell differentiation was not significantly affected, and no change in the number of cells initiating XCI at 3 days of differentiation was observed using H3K27me3 as marker of the Xi (Supplementary Fig. 7a, c).

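For the stable lines, polyadenylated RNA was sequenced from Fa2L-S4 cells that carried a scrambled shRNA or one of 2 shRNAs against Chd8. The deposited table holds 4 scrambled, 4 Chd8.1 and 3 Chd8.2 libraries of cells differentiated for 3 days, and 2 libraries of each line undifferentiated. Supplementary Fig. 8b shows 3 Chd8.1 and 4 Chd8.2 libraries of differentiated cells, and all libraries were used as labelled. A library in the wrong group would change the counts of called genes, and the labels could not be checked. Raw counts per gene, made as for the siRNA libraries, had totals between 17588939 and 32065634 in the differentiated scrambled libraries (median 24815309). They were between 8078632 and 32528388 in Chd8.1 (median 20651686) and between 12687616 and 23662846 in Chd8.2 (median 17799630). The undifferentiated libraries had totals of 27096269 and 26758583 (scrambled), 17018945 and 24951694 (Chd8.1), and 21525588 and 42161633 (Chd8.2). Each line was compared with its scrambled control in a fit of those 2 groups alone, with the thresholds the study gives.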

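Between differentiated Chd8.1 and scrambled cells (n = 4 each), 16222 genes were tested. edgeR called 0 genes, with 745 at an unadjusted p under 0.05, and DESeq2 also called 0, with 1023 at an unadjusted p under 0.05. Leaving out the Chd8.1 library numbered 28 gave 1 called gene, which fell, and leaving out any other library gave 0. The 4 scrambled and 4 Chd8.1 libraries fell into 2 depth ranges, under and over 20000000 counts, each with 2 libraries of either line. A fit with the depth range as a covariate, chosen after the counts were seen, also called 0 genes and had 1939 at an unadjusted p under 0.05. The differentiation score, here from genes called between the undifferentiated and scrambled siRNA libraries, was 1.91 ± 0.161 (SD, n = 4) in Chd8.1 and 2.04 ± 0.100 (SD, n = 4) in scrambled cells (exact permutation test, two-sided, p = 0.257; Benjamini-Hochberg adjusted over 7 comparisons, 0.933).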

RNA-seq analysis of these *Chd8* KD lines (Supplementary Fig. 8, Supplementary Data 2), showed no major defects in cell differentiation and only a minor number of genes significantly deregulated for the Chd8.1 line (35 significantly deregulated genes, 8 of which upregulated and 27 downregulated; FDR ≤ 0.05, log2FC ≥ 1). 

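The log2FC of Chd8.1 and of Chd8.2 over the same 4 scrambled libraries correlated across the 15887 genes tested in both (Pearson's r = 0.56, Spearman's rho = 0.54). Genes are not independent replicates, and the shared controls alone raise this value. In 50 simulations of unchanged groups against shared controls, r lay between 0.43 and 0.48. Called genes could not be compared between the lines, since neither edgeR nor DESeq2 called a gene in Chd8.1. Whether the number of changed genes differs between the lines was not tested.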

RNA-seq analysis for the Chd8.2 line revealed more significantly deregulated genes, as expected from the higher level of CHD8 KD efficiency. We report 213 DEG in Chd8.2, roughly equally divided in upregulated and downregulated genes (108 downregulated and 105 upregulated; FDR ≤ 0.05, absolute log2FC ≥ 1).

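Between differentiated Chd8.2 (n = 3) and scrambled cells (n = 4), 24 of 16089 genes were called by edgeR, 14 higher and 10 lower in Chd8.2. DESeq2 called 231 genes, 108 higher and 123 lower, and these included all 24. Without the filter on low counts, edgeR called 153. A fit with the depth range as a covariate, chosen after the counts were seen, called 195, of which 102 were higher and 93 lower. Single libraries decided the main count. It was 0 without the scrambled library 12 or 13 or the Chd8.2 library 16 or 17, and 1 without the scrambled library 27. Libraries 12 and 13, and 16 and 17, were the most alike pairs of their groups (chi-square of the counts per degree of freedom, 3.48 and 2.90), and whether each pair came from separate cultures is not stated in the labels. The count rose to 52 without the scrambled library 21 and to 102 without the Chd8.2 library 23. In counts simulated with these library sizes as for siRNA, edgeR recovered 200 of 200 genes changed by 2 on the log2 scale. The same limits apply. The differentiation score was 2.05 ± 0.0482 (SD, n = 3) in Chd8.2. Its mean differed from that of the scrambled cells by 0.0081, less than the scrambled SD of 0.100. An exact permutation test of the difference (two-sided) gave p = 0.943.

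**Figure D1:**
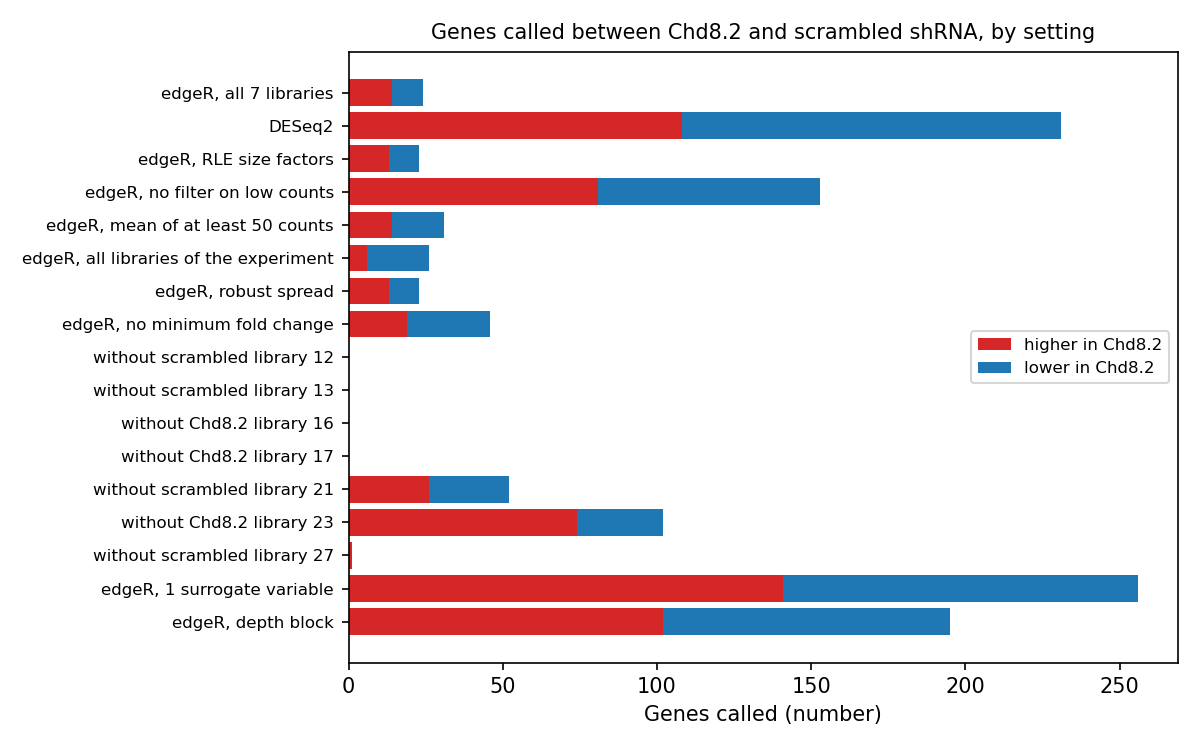
Number of genes called between differentiated Chd8.2 and scrambled shRNA cells under each setting, on a linear axis. Red bars count genes higher and blue bars genes lower in Chd8.2; the bar for all 7 libraries is at 24, the DESeq2 bar at 231, and the bars for single libraries left out run from 0 to 102.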

These unexpected differences between light (siRNA/Chd8.1) and severe Chd8 KD (Chd8.2) (Supplementary Figs. 5 and 7) suggests the existence of a threshold effect in *Chd8*-dependent *Xist* regulation during XCI (see also Discussion).

### Chd8 KO affects Xist regulation and XCI initiation

In our KD experiments, we achieved up to ~80% *Chd8* RNA/protein KD efficiency, which would likely still leave a reasonable amount of protein available in the cell. In order to ablate the protein completely, we used CRISPR/Cas9-mediated gene editing. We designed guides targeting the chromo-domains and helicase-domains of *Chd8*, with the aim of inducing a frame-shift mutation upon CRISPR/Cas9-mediated non-homologous end-joining (NHEJ) repair (Fig. 3a, and see the “Methods” section). We obtained several clones carrying mutations in either or both domains. We decided to proceed with two sub-clones (C4.1 and C4.3; KO.1 and KO.2 hereafter; see the “Methods” section) carrying a 20 bp deletion/1 bp insertion in the helicase domain and 5 bp deletion in chromo domain (see the “Methods” section). Both mutations are predicted to generate frame-shift mutations. The absence of *Chd8* protein was verified by sequencing and Western Blot (WB) analysis, respectively (see the “Methods” section) (Fig. 3b).

**Fig. 3:**
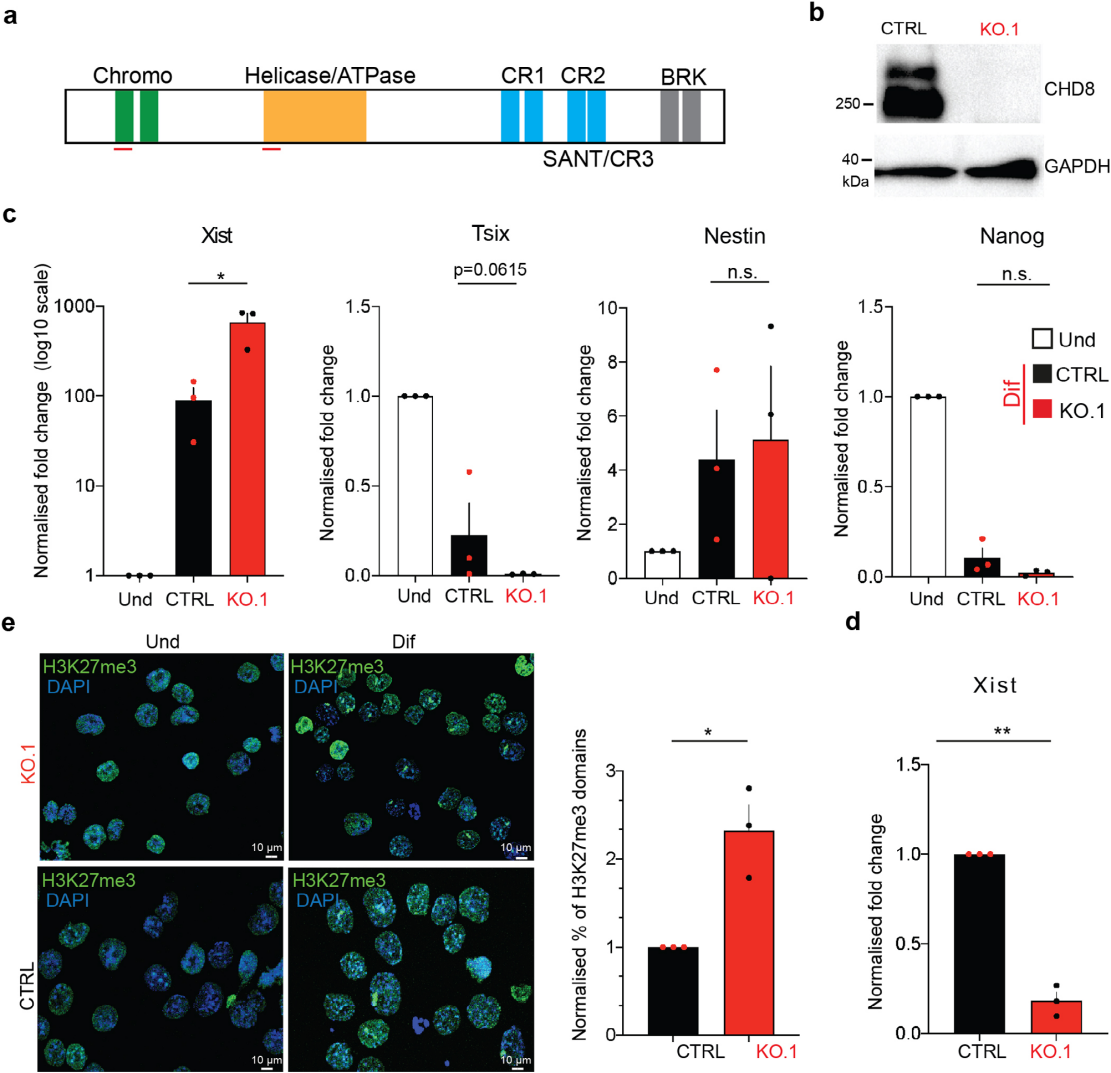
*Chd8* KO affects *XCI* initiation. **a** Schematic representation of *Chd8* protein domains; red lines indicate the position of the CRISPR/Cas9 guides used (not in scale). **b** Western Blot analysis of *Chd8* KO.1 (clone C4.1) and parental ES cells (CTRL, Fa2L-S4) are shown. **c** qRT-PCR results showing expression levels of *Xist, Tsix*, *Nestin*, *Sox2*. In differentiating ESCs *Xist* is strongly up-regulated in *Chd8* KO cells whilst cell differentiation is not affected (*Nestin*, Nanog); CTRL, parental cell line: Fa2L-S4; KO, sub-clone C4.1. Data is normalised for the undifferentiated condition (Und). Data from three independent experiments is shown. *p*-values, Xist = 0.0367. **d** *Xist* qRT-PCR data from parental (CTRL) and KO.1 cells in undifferentiated state is shown. Und (undifferentiated cells), Dif (3 day differentiated cells). Data from three independent experiments is shown. Error bars represent standard error of the mean (SEM). Statistical significance was tested by means of two-tailed unpaired *t*-test (*p ≤ 0.05; **p ≤ 0.01). *p*-values, Xist = 0.00362. Single points represent independent biological sample. Gapdh was used as internal normalization control. **e** Representative images of H3K27me3 in CTRL vs. *Chd8* KO cells (left) and the normalised scoring of H3K27me3 domains (IF) is shown (right), *n* = 658. Data from three independent experiments is shown. Error bars represent standard error of the mean (SEM). Statistical significance was tested by means of two-tailed unpaired *t*-test (*p ≤ 0.05; **p ≤ 0.01). CTRL vs. KO.1, *p*-value = 0.0463. Single points represent independent biological samples.

Expression of *Xist* in differentiated cells by qRT-PCR—normalised over the undifferentiated state — was revealed to be increased rather than decreased, mimicking, in part, the results seen with the severe *Chd8* KD (Chd8.2). XCI initiation was revealed to be enhanced by up to ~1.5/2 fold by H3K27me3 IF analysis (Fig. 3e). The differentiation process per se using established markers, does not appear to be critically affected (Fig. 3c). We also report that undifferentiated C4.1 cells show a significant reduction in *Xist* basal expression (Fig. 3d). Equivalent results were found in the other *Chd8* KO clone (KO.2).

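For the knockout, polyadenylated RNA was sequenced from Chd8 KO cells, made by CRISPR/Cas9 editing, and from the parental Fa2L-S4 cells, labelled WT. The sample labels give 2 KO and 4 WT libraries of cells differentiated for 3 days, and 2 KO and 3 WT undifferentiated libraries, and do not say which KO sub-clone a library came from. Supplementary Fig. 12b shows 3 KO and 3 control libraries in each state, and all libraries were used as labelled. Raw counts per gene, made by the authors as for the other experiments, had totals of 37632308 and 21736739 in the differentiated KO libraries. They were 26918858, 24110698, 15507335 and 44025238 in the differentiated WT libraries numbered 31, 35, 37 and 38. The undifferentiated totals were 35206556 and 30719887 (KO) and 21771356, 40825107 and 27730691 (WT libraries 32, 36 and 39). The rows of the table carry no gene names, so the edited gene could not be used to check the labels.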

RNA-seq analysis of the *Chd8* KO lines over the parental line (Fa2L-S4), shows more widespread gene deregulation compared with the *Chd8* si/shRNA KD (Supplementary Fig. 12). In particular, we report 2485 DEG genes, 857 of which are upregulated and 1628 downregulated (FDR ≤ 0.05, absolute log2FC ≥ 1, Supplementary Data 3). 

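Between the differentiated libraries labelled KO (n = 2) and WT (n = 4), 17642 genes were tested and edgeR called 3, 1 higher and 2 lower in KO. With any 1 of the 6 libraries left out, edgeR called 0 genes, with 835 to 2273 genes at an unadjusted p under 0.05. DESeq2 called 208 genes, 61 higher and 147 lower, and these included the 3. With 1 surrogate variable in the fit, chosen after the counts were seen, edgeR called 277 genes, 100 higher and 177 lower. In counts simulated with these library sizes as for siRNA, edgeR recovered 192 of 200 genes changed by 2 on the log2 scale. It made 13 false calls, and DESeq2 recovered 198 with 50 false calls. The limits given for the siRNA simulation apply here too. Each of the 6 libraries was nearest to one of its own label, but 2 pairs of WT libraries lay further apart than any KO library lay from a WT library. The root-mean-square distance over the 500 most variable genes was 2.49 between WT libraries 31 and 37 and 0.67 between WT libraries 37 and 38, against 2.06 between KO library 29 and WT library 37, and it was 1.28 between KO libraries 29 and 33. From its own numbers of DEG, the paper states that gene deregulation was more widespread in the KO than in the KD lines.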

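Of the genes tested both in Chd8.2 against scrambled and in KO against WT (15936 genes), edgeR called 23 in Chd8.2 and 2 in KO, and 0 were shared, where lists of this length allow at most 2. With DESeq2, of the 15581 genes with a result in both, 226 were called in Chd8.2 and 199 in KO, and 24 were shared, 10.6% of the Chd8.2 genes, where 2.89 would be shared by chance (Fisher's exact test, two-sided, p = 1.35e-15). Of those 24 genes, 22 changed in the same direction. Across all genes tested in both, the log2FC of the 2 comparisons, which have no library in common, correlated with Pearson's r = 0.32 and Spearman's rho = 0.31; genes are not independent replicates.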

Noticeable, 160/213 (75.1%) deregulated genes from the severe *Chd8* KD (Chd8.2) overlaps with the *Chd8* KO-deregulated genes. The differentiation process, per se does not appear to be markedly compromised (see the “Discussion” section).

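The differentiation score, with genes taken from the scrambled shRNA cells, placed the undifferentiated KO libraries at -2.67 and -2.70 and the undifferentiated WT libraries at -2.88, -2.90 and -2.33. The differentiated KO libraries scored 0.95 and 1.51, a mean of 1.23 ± 0.392 (SD, n = 2). The differentiated WT libraries 31, 35, 37 and 38 scored 0.68, 1.33, 2.00 and 2.06, a mean of 1.52 ± 0.646 (SD, n = 4). Both KO libraries lay within the range of the WT libraries. An exact permutation test (two-sided) gave p = 0.667, where the smallest p that 2 libraries against 4 allow is 0.0667. Adjusted over 7 comparisons by Benjamini-Hochberg, p was 0.933. By label number, KO library 29 goes with WT library 31 (0.95 against 0.68) and KO library 33 with WT library 35 (1.51 against 1.33). In both, KO scored higher. WT libraries 37 and 38 were numbered in a run without KO and raised the WT mean. The test took no account of such runs, and whether they are batches is not stated.

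**Figure D2:**
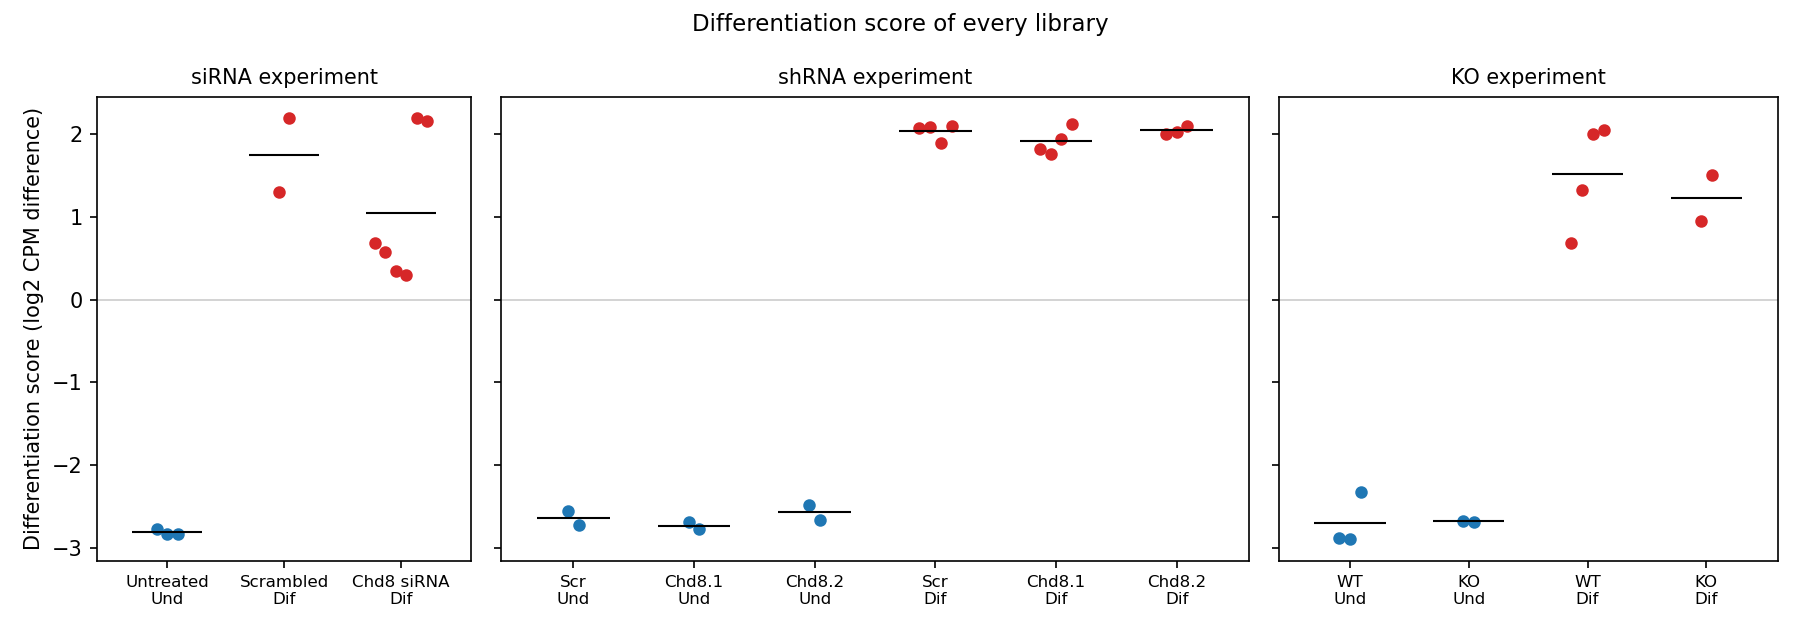
Differentiation score of every library of the siRNA, shRNA and KO experiments, as the difference of mean log2 CPM between genes that rise and genes that fall on differentiation; points are libraries, black lines group means, blue undifferentiated (Und) and red differentiated (Dif). The differentiated KO libraries at 0.95 and 1.51 lie between the lowest WT library at 0.68 and the highest at 2.06.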

### Chromatin accessibility at the XIC

We decided to assess whether *Chd8* KO could affect local chromatin organization of the XIC, with a particular focus on the *Xist* and *Tsix* regulatory regions. To this end we performed ATAC-seq analysis on undifferentiated vs. differentiated *Chd8* KO cells in clone C4.1 (KO.1) and C4.3 (KO.2) (Fig. 4). Whilst under undifferentiated conditions we saw no changes in chromatin accessibility at the *Tsix* major regulatory regions (e.g. Ex2/3 and *DXPas34* microsatellite) nor at the Jpx promoter, we observed an increased accessibility at *Tsix* intron one and a small reduction in chromatin accessibility at the Xist promoter. Under differentiating conditions, we noted a marked increase of chromatin accessibility at the *Xist* promoter (Fig. 4). These results are in good agreement with the qRT-PCR and H3K27me3 IF data shown in Fig. 3.

**Fig. 4:**
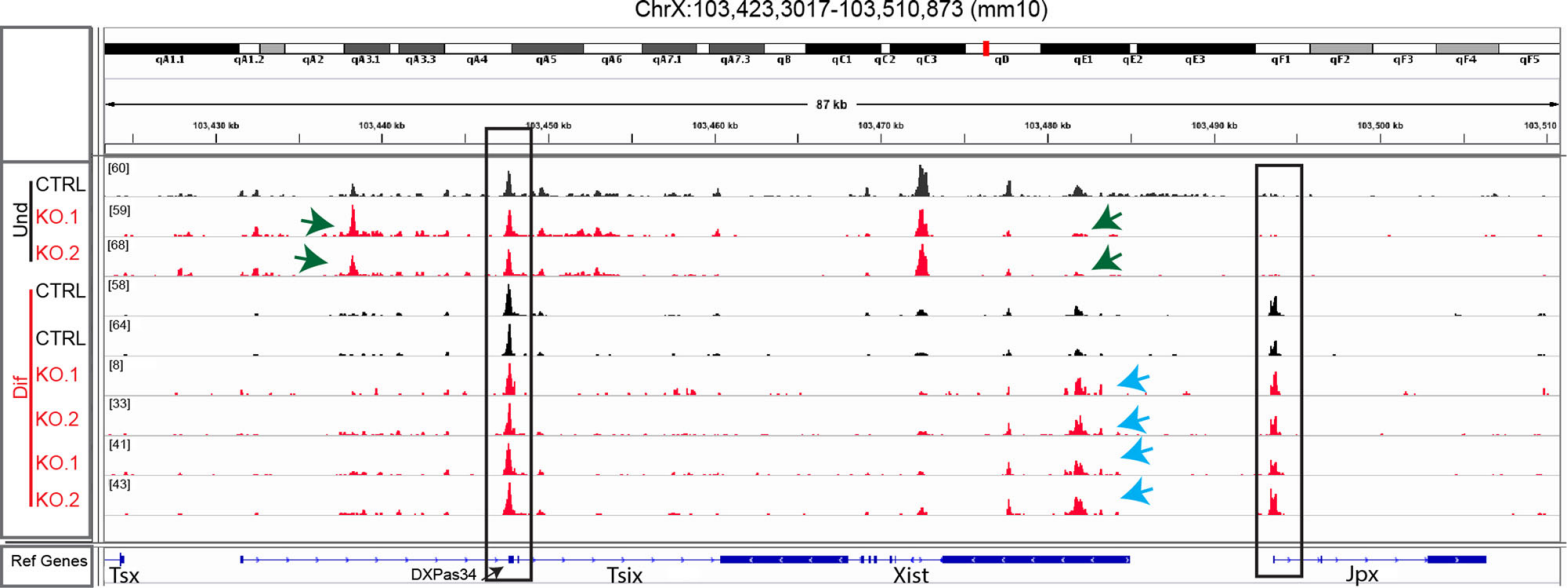
ATAC-seq analysis zoom at the *Xist* locus. Zoom-in on the XIC around the *Xist* and *Tsix* genes. In black the parental cell line and in red two representative KO cell lines (C4.1/C4.3 sub-clones). Undifferentiated and differentiating ES cells are shown (Und/Dif). Light-blue arrows indicate changes in chromatin structure at the *Xist* promoter in differentiating cells. A black box surrounds the *Tsix* and *Jpx* main regulatory regions, indicates no change of chromatin structure. Green arrows indicate chromatin changes around the *Tsix* promoter/*Tsix* intron and *Xist* promoter, (CTRL, parental cell line: Fa2L-S4; *Chd8* KO.1, sub-clone C4.1; *Chd8* KO.2, sub-clone C4.3).

### Complementation assay

In order to exclude potential cell-line specific artefacts, we decided to transfect the KO cell line (C4.1) with a plasmid expressing the full-length (FL) CHD8 protein. To this end, we generated, by bacterial recombineering, a FL *Chd8* protein under the control of a constitutive CAG promoter (Fig. 5 and see the “Methods” section). Reconstituted CHD8 protein levels appear to be comparable with the parental cell line by WB analysis, a necessary condition for our analysis (Fig. 5). In brief, complemented cells were differentiated and XCI progression was assessed by H3K27me3 IF. As expected the FL form of CHD8 effectively rescued the defective KO phenotype, in the context of XCI initiation (see the “Methods” section and Fig. 5b, c). This indicates our results are unlikely to be majorly influenced by line-specific factors (see the “Discussion” and the “Methods” section), but rather linked to *Chd8*-specific regulation.

**Fig. 5:**
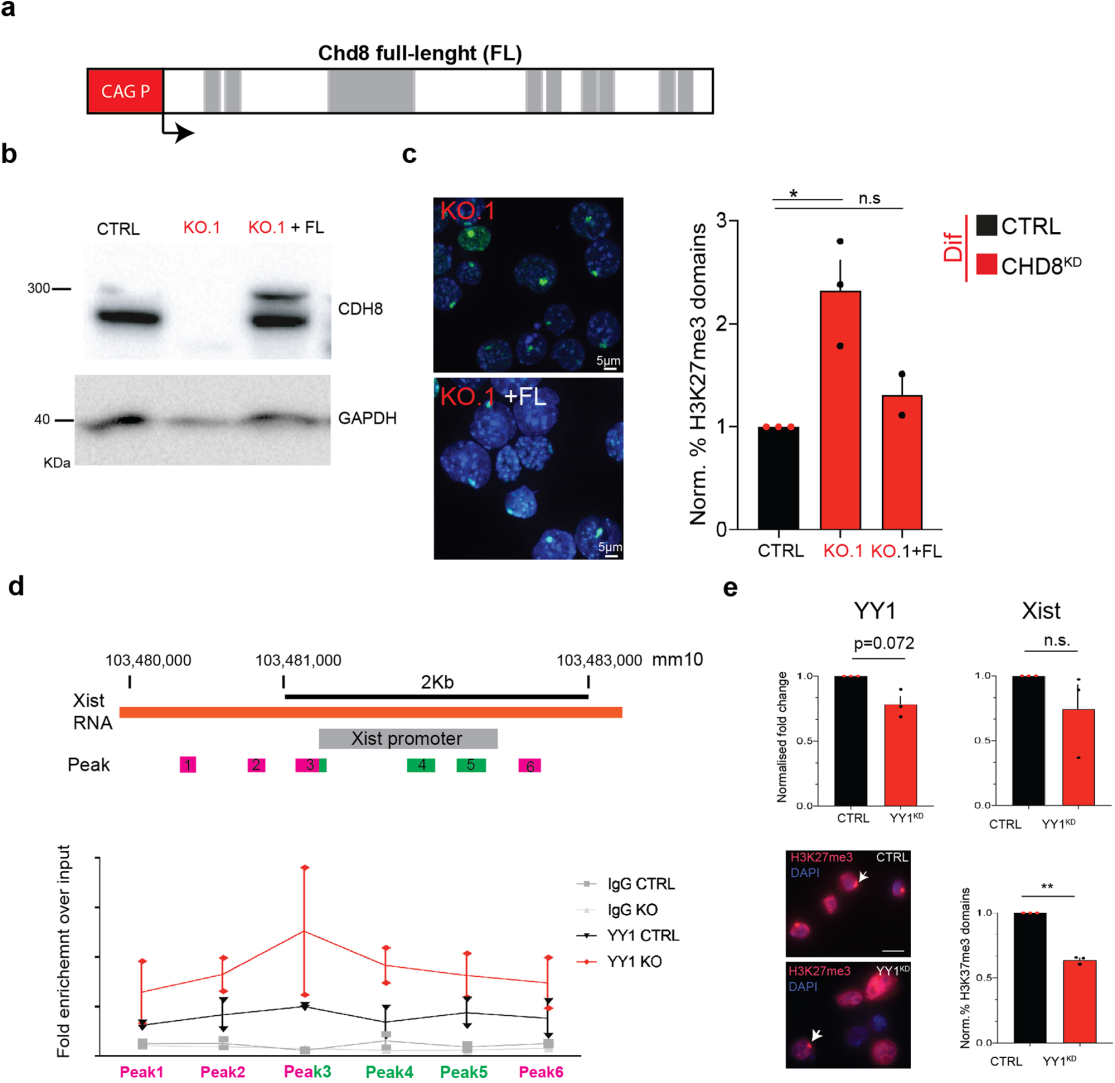
Complementation of Full-length (FL) *Chd8* into *Chd8* KO cells. **a** Schematic representation of the *Chd8* expression construct. Protein domains are indicated. CAG promoter is shown (CAG P) in the red box. **b** Western Blot analysis of the *Chd8* KO line (C4.1) and complemented cells. Top CDH8 and bottom loading control (GAPDH) blots are shown. **c** H3K27me3 IF analysis of *Chd8* KO and complemented cells. Right representative images, left CTRL-normalized quantification of the number of cells having an Xi at 3 days of differentiation. To test for statistical significance, our data was fitted using Poisson regression method and multiple correction testing (*p ≤ 0.05). Data from two and three experiments are shown, *n* = 827. Single points represent independent biological samples. Standard error of the mean (SEM) is shown. **d** Top, schematic of *Xist* promoter and primers used for analysis (peaks 1–6). Bottom, qPCR analysis of YY1 Cut&Run qPCR analysis at the *Xist* promoter. Data from two experiments are shown. Single points represent independent biological samples. Matched input samples were used as normalization control. Sample names are shown in the legend. **e** Top, CTRL-normalised qRT-PCR analysis of scrambled siRNA (CTRL) and YY1 siRNA (YY1^KD^) in Chd8 KO.1 (KO.1 line). Tested genes are indicated. Statistical significance was tested by means of two-tailed unpaired *t*-test (*p ≤ 0.05). Data from three experiments are shown. Bottom, representative images of H3K27me3 in CTRL vs. YY1^KD^ cells (left) and the CTRL-normalised scoring of H3K27me3 domains (IF) is shown (right), *n* = 744. White arrows indicate examples of H3K27me3 domains. Statistical significance was tested by means of two-tailed unpaired *t*-test (*p ≤ 0.05). CTRL vs. YY1^KD^, *p*-value = 0.00196. Data from three experiments is shown. Gapdh was used as internal normalization control. Single points represent independent biological samples.

### Candidate and unbiased TFs binding analysis at the Xist promoter and Chd8 mass-spectrometry

Taking into consideration the results obtained in *Chd8* KD and KO conditions, we hypothesised a competitive binding at the *Xist* promoter between TFs and CHD8. In brief, one might expect that some factors would increase (or decrease) their binding at the *Xist* promoter, in the absence of CHD8, and contribute to the observed transcriptional deregulation that we observed, in *Chd8* KO lines.

In order to determine whether in the absence of CHD8, another transcription factor binds at the *Xist* promoter in a non-physiological fashion (i.e. increase or decrease), we decided to use two complementary approaches. First, using known databases of ChIP-seq (https://chip-atlas.org/, see also the “Methods” section), we screened for all factors binding at the *Xist* promoter and expressed in ES and differentiating/differentiated conditions. On this basis, we selected YY1 and INO80 for further analysis, and excluded *Nanog* and *Rex1* as they are not expressed in differentiated cells, are severely reduced in differentiating cells, and are known *Xist* repressors^29^. We also excluded from our analysis CTCF as its reduction during differentiation does not affect proper XCI initiation^55^. We also used a motif analysis approach (MEME, see the “Methods” section) in order to reveal, in an unbiased way, potential TFs competing with CHD8 at the *Xist* promoter. To this end, we extracted all the sequences underlying our CHD8 peaks (ChIP-seq analysis) and used these as bait to find potential consensus motifs shared with other TFs. The analysis revealed the enrichment of several known TF-binding motifs, including Egr1, SP1, SDPEF, and YY1 (Supplementary Fig. 9a), In particular, YY1 attracted our attention for its known role as a major *Xist* activator^56^, and we decided to further test this candidate (see below).

Finally, in order to have an unbiased candidate approach as well, we performed CHD8-IP followed by mass spectrometry analysis. We decided to do both native protein IP using two antibodies toward CHD8 and a tag-mediated (HA-tag) IP in order to recover only the strongest candidate. To this end, we decided to generate a *Chd8* KI cell line carrying a C-term tag (3Flag-HA-TAG; 3FHT in short) (Fig. S10) to be used for the HA-mediated IP (for details about the generation and validation of this cell line, please refer to the “Methods” section). Interestingly, CHD8-mediated and HA-mediated IPs followed by mass spectrometry, revealed WDR5, a known CHD8-interacting protein both in mouse and human (STRING, see the “Methods” section) as main CHD8 partner (Supplementary Data 4 and Supplementary Fig. 9c). As WDR5 is a known component of the MLL complex and a strong activator of gene transcription and a Polycomb-repression antagonist^57^, we decided to include it in our analysis.

We tested these three factors by ChIP-seq or ChIP/Cut&Run qPCR analysis. In brief, by ChIP-seq analysis, we could not detect any change in INO80 occupancy at the *Xist* promoter and neighbouring regions, in the absence of CHD8. Hence, we excluded this factor as a potential candidate competing for the *Xist* promoter (Supplementary Fig. 11). Similarly, using Cut&Run qPCR analysis, we could not detect any enrichment of WDR5 in differentiating conditions, either in the parental WT line nor for the *Chd8* KO line, at the *Xist* promoter. This suggests that it is unlikely that WDR5 is playing a major role in *Xist* upregulation during XCI initiation (Supplementary Fig. 11b). On the other hand, when we performed Cut&Run analysis for YY1, and we found an increase of this transcription factor at the *Xist* promoter (peaks 3–4, Fig. 5d), overlapping with the CHD8 peaks. Because YY1 is a known (strong) activator of *Xist*^56^, we reasoned that the elevated binding of YY1 at the *Xist* promoter, is very likely to be responsible of abnormal activation of *Xist* in the absence of *Chd8* protein (see also below). In order to test YY1’s role in *Xist* transcription in the absence of *Chd8*, we decided to perform YY1 KD during differentiation in CHD8-depleted cells (Chd8 KO.1). As YY1 KD is known to affect cell/neuronal differentiation^58,59^, we decided to perform mild siRNA-mediated YY1 KDs (i.e. 20–30% reduction), not to affect overall cell differentiation (Fig. 5e, Supplementary Fig. 11c). qRT-PCR analysis of YY1 KD lines over control, revealed a minor reduction of *Xist* RNA (Fig. 5e). This reduction is, however, linked to a significant reduction of cells initiating XCI as previously reported^56^, but not to the abolishment of XCI initiation (Fig. 5e). These observations indicate that other factors (i.e. redundancy) are likely involved in the upregulation of *Xist*, other than *Chd8* and YY1^60,61^.

## Discussion

Whilst many aspects of *Xist* regulation have been intensely studied over the years^17–24,62^, little is known about the role of chromatin remodelers in the context of XCI. Here we show that *Chd8* is a likely critical factor involved in the regulation of *Xist* expression.

Our data suggest the involvement of *Chd8* as an activator of *Xist* in undifferentiated ES cells (Figs. 3 and 4) and in the fine-tuning *Xist* expression during differentiation (Figs. 1–4). We show by *Chd8* KD experiments (Fig. 2, Supplementary Fig. 7), that correct *Xist* transcriptional activation appears to depend on the presence of WT-levels of *Chd8* protein, recruited specifically to the *Xist* promoter via recognition of an H3K4me3 mark, which is specifically enriched on the allele chosen for X inactivation at the very onset of differentiation (Fig. 1 and Supplementary Fig. 3). In differentiating cells, *Chd8* subsequently fine-tunes the amplitude of *Xist* expression (Figs. 3–5), we hypothesise with CHD8 binding at the *Xist* promoter, restricting alternative binding of transcriptional co-activators to its regulatory regions, via a competitive binding exclusion. This implies that in the absence of CHD8, co-activators and other TFs could bind to the *Xist* promoter and lead to transcriptional up-regulation (Fig. 6). In this context, known regulators of *Xist* transcription, such as YY1, might bind to the *Xist* promoter with greater avidity or more robustly. YY1 has been previously shown to bind to XCI escapees, including the *Xist* promoter^63^ and to be a strong activator of *Xist* transcription, competing with REX1 for binding at the *Xist* promoter^56^. Our analysis suggests that YY1 is one of the most-likely activators of *Xist* transcription in the absence of *Chd8* protein since we observed a marked increase of YY1 recruitment at the *Xist* promoter in the absence of CHD8 (Fig. 5d, Supplementary Fig. 9). Indeed, our analysis of YY1 KD in *Chd8* KO cells confirmed YY1’s role in the initiation of XCI and *Xist* regulation (Fig. 5e). YY1 KD in *Chd8* null background, also supports the possibility that other factors are involved in *Xist* regulation^61^ (i.e. the absence of key regulatory proteins can be compensated by other proteins). The comparison of publicly available YY1 ChIP-seq datasets^64^ with our *Chd8* ChIP-seq data in embryonic stem cells revealed ~75% of overlap between YY1 and *Chd8* peaks. Furthermore, of the 2484 DFG in the *Chd8* knockout (differentiated), 1203 promoters are bound by *Chd8* and of those 391 also by YY1 (see the “Methods” section). This further suggests competition or cooperative effects in the regulation of target genes.

**Fig. 6:**
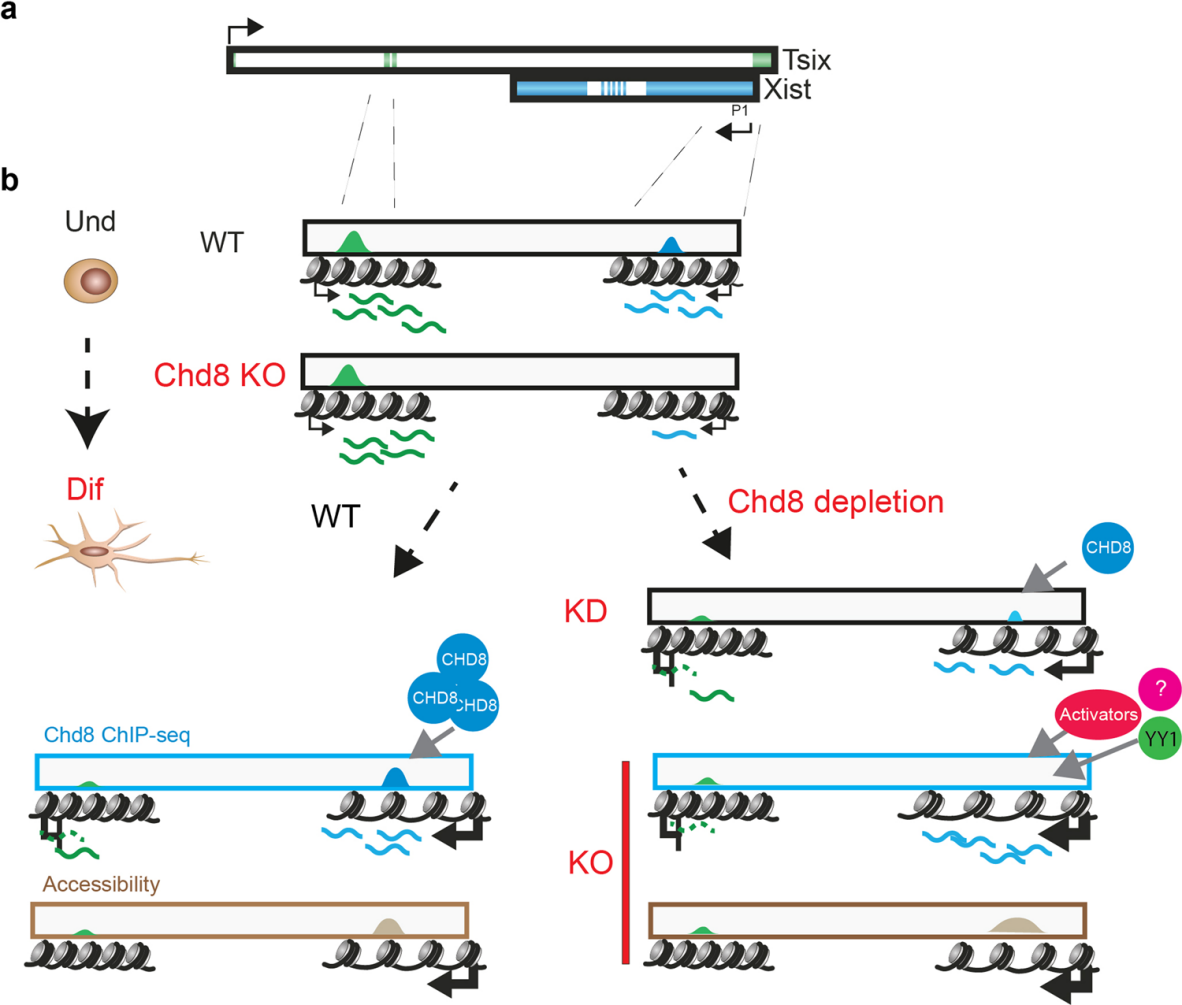
Proposed model of action of *Chd8* on the *Xist* promoter. **a** Schematic representation of the *Xist* (blue) and *Tsix* genes (green). **b** *Chd8* is crucial for correct *Xist* expression in undifferentiated and differentiating ESCs. CHD8 is shown in light-blue; *Tsix*-specific TF/remodelers are shown in green. Top, CHD8 localization at the *Xist* promoter is shown (light-blue peak). In undifferentiated conditions (Und), in the absence of CHD8, there is reduction of the basal transcription level of *Xist* (blue wavy lines), while *Tsix* transcription level is unaffected (green wavy lines). **c** Differentiating conditions in *Chd8* KD and *Chd8* KO background. Right, a mild *Chd8* KD leads to a small reduction of *Xist* steady levels (KD). Complete and severe CHD8 depletions instead, lead to increased *Xist* expression and a further *Tsix* downregulation (blue wavy lines *Xist*, green wavy lines *Tsix*). This condition also leads to a more-open chromatin state of the *Xist* regulatory regions, but not at *Tsix*’s, during differentiation (light-brown peaks). We suggest that YY1 (green circle) and/or known (red circle) and yet-to-be-identified protein (purple circle with question mark) may bind to the *Xist* promoter in the absence of the CHD8 protein (red arrow) and strongly activate it. Left, WT situation is depicted.

Other candidates competing for the *Xist* promoter that were tested in this study (INO80 and WDR5), did not show any occupancy change at the *Xist* promoter in *Chd8* KO vs. WT conditions. These factors, therefore, are unlikely to play an important role at *Xist* promoter, under the tested conditions. Our experiments using different *Chd8* KD lines, also suggest that CHD8 levels have a threshold effect on *Xist* regulation. Mild *Chd8* KD downregulates *Xist* expression, supporting its role as a transcriptional activator^65^. Conversely, strong CHD8 depletion (KO) has the opposite effect, most likely through competition with TFs^56^ as discussed above.

Whilst our data fully supports a role for *Chd8* as a transcriptional activator of gene-expression as previously shown^49,65^, *Chd8* might also act as a repressor of transcription^66^. One possibility is that *Chd8* regulates *Xist* expression under differentiating conditions by recruiting the histone H1, to moderate the amplitude of *Xist* up-regulation^66^. While our experiments cannot fully discriminate between the activating and/or repressive activities of *Chd8*, our data, and in particular the ATAC-seq experiments strongly support an activating role for CHD8 rather than a repressive role in *Xist* regulation. A possible complication in the comparison of WT vs. KO cells is that the cell differentiation in *Chd8* KO cells could have a different differentiation kinetic from that of the matched parental cell line, with more differentiated cells at day 3, in line with previous reports^44,52,67^. 

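Over the genes that rose on differentiation in scrambled shRNA cells, the median log2FC of differentiated KO over WT libraries was -0.19 (2400 genes tested). Over the genes that fell, it was 0.01 (2220 genes), and over all genes tested it was -0.03. With genes taken from the siRNA control libraries instead, the medians were -0.19 and 0.02. The difference between rising and falling genes was -0.20, and its sign turned on 1 library: it was 0.06 without the KO library 29, -0.04 without the WT library 38 and -0.46 without the WT library 31. Without the KO library 29 the genes that fall on differentiation had a median of -0.28, and without the WT library 31 it was 0.21. The median of the genes that rise stayed negative with each library left out, from -0.26 to -0.10, and below the median of all genes tested. The median of the genes that fall changed sign, so the rising and falling genes together did not give the direction of a shift. The genes of neuronal and pluripotency markers were not analysed by name.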

We did not find any convincing evidence of such neuronal differentiation enhancement in *Chd8* KO by RNA-seq analysis^49,52^ (Supplementary Fig. 12a, b). Finally, RNA-seq analysis of all the XIC factors^28^ in *Chd8* null background (vs. control), indicates that *Rnf12*, *Ftx*, *Xist* main activators, and Chic1 are significantly downregulated (Supplementary Data 3). This further suggests that *Xist* upregulation is unlikely to be linked to an indirect effect mediated by these factors.

In summary, our experiments support the hypothesis that *Chd8* fine-tunes *Xist* expression amplitude levels and regulates occupancy at the *Xist* promoter. In the absence of CHD8 other protein(s) are allowed to bind (or not to bind) at the *Xist* promoter inducing concomitant deregulation (Fig. 6). Our results have a broader applicability for the interpretation of the phenotypes observed in KO animals or cells. For example, the KO of a gene known to repress a given cadre of target genes, might result in the opposite effect (i.e. upregulation) in the case other TFs, such as an activator, is now allowed to engage with these regulatory sequences. Finally, our study emphasises our relative ignorance of the nature and importance of the interactions occurring between XCI regulation and chromatin remodeler activity suggesting the interest of additional studies on other remodelers in *Xist* regulation.

## Methods

### Construct generation

We purchased the FL *Chd8* cDNA from Genescript and cloned it into the MreI and NotI sites of pCAGp292-Puro. The MreI-NotI *Chd8*-containing fragment from this plasmid was cloned into the same sites of the plasmid, pCAG-mCherry-modified (this work), leaving the CAG promoter intact to create pCAG-*Chd8*-Neo. This plasmid was cut with PvuI, then blunted, cut with EcoRV and re-ligated to create pCAG-*Chd8*-Neo-AmpS. To aid in identifying the correct recombinant plasmids, bacterial strains that produce Cas9 and a sgRNA against the sequence in question were made by recombineering. Sequencing confirmed that surviving plasmids contained the precisely designed deletion. Plasmid maps and sequences are available upon request.

### KI generation and sub-cloning

*Chd8* KI cell lines were generated by standard DNA-recombineering. About 20 µg of NotI-linearized plasmid was electroporated into the Fa2L recipient cell line, an F1 *129/castaneus* hybrid ES cell line carrying the insertion of a premature termination site in the *Tsix* gene (Fa2L)^46^. Two days after transfection, cells were selected with G418 at a concentration of 250 µg/ml for ~7 days followed by Gancyclovir at 2 µM concentration for 2–4 days. After 10–11 days, resistant colonies were picked and expanded. Using homologous recombination, we obtained several 3′ KI cell lines and selected clone 3B for further analysis (we will refer to this clonal cell line as *Chd8*KI hereafter) (Supplementary Fig. 10). We showed by Southern Blot (SB) and long-range PCR (LR-PCR) analyses the correct integration of our construct (Supplementary Fig. 10a, b). We verified, in this newly generated cell line, the presence of randomly selected *129/*castaneus SNPs by Sanger sequencing (Supplementary Fig. 10c), the presence of two X-chromosomes by DNA FISH (Supplementary Fig. 10d), and the expression of the tagged allele by WB analysis (Supplementary Fig. 10e).

### Characterization of differentiation of the Chd8^KI^ line

In order to assess the efficiency of X chromosome inactivation initiation we differentiated the *Chd8*KI clone from 2i conditions to the NPCs for 3 days (see below). We monitored the progression of XCI and differentiation by H3K27me3 IF staining, as a surrogate marker for the inactive X chromosome (Xi) and used qRT-PCR for analysis of differentiation (*Nestin/Rex1*) and XCI (*Xist/Tsix*) markers.

*Xist* and NPC-specific Nestin were found to be correctly up-regulated, and the pluripotency marker Rex1 and *Tsix* properly down-regulated during differentiation with some 50–60% of the cells showing an inactive X chromosome by day 3 of differentiation (Supplementary Fig. 10f, g). These data indicate that XCI was robustly initiated by day 3 of differentiation.

We also sub-cloned the parental cell line (Fa2L) in order to obtain a homogeneous line of cells carrying two X chromosomes (Fa2L sub-clone 4; Fa2L-S4). Sub-cloning was achieved by plating cells at very-low density (500 cells/plate) in 10 cm tissue culture dishes then waiting 7–9 days before picking individual colonies and re-plating these in 2i medium Single colonies were expanded and characterised using routine procedures. The Fa2L-S4 line was characterized as described above for the *Chd8* KI line (see also main text for details).

### Cell culture conditions

Cells were grown in 2i conditions as previously published^68^. For differentiation experiments, the wells of a six-well plate or a 10 cm TC dish were pre-coated with gelatin (0.1%) containing laminin (1:1000) solution and incubated at 37 °C for 15 min. 150,000 cells per well in six-well plate (or 0.8 million for 10 cm dish) were plated in each well in neuronal differentiation medium (NDM) as previously published^69^. The cells were differentiated for 3–4 days and harvested for ChIP-seq, qRT-PCR work or IF/RNA-FISH analysis.

### KD of Chd8 and other chromatin remodelers

In order to obtain *Chd8* KD, we used Dharmacon Smart pool-of-four siRNAs (#67772) or single siRNA (YY1, from Thermo Fisher, Cat #AM16708) at a 50 nM final concentration, in accordance with the manufacturers protocol. *Chd8* KD was initiated at day 1 of differentiation using lipofectamine transfection (RNAi-MAX Invitrogen).

In order to generate stable *Chd8* KD lines, we used lentiviral-mediated KD using pre-packaged lentiviral particles (SIGMA). In brief, Fa2L-S4 cell line was infected either with a scrambled shRNA control (SHC002) or two independent *Chd8*-targeting constructs (SIGMA shRNA clones—CloneIDs: NM_201637.2-847s1c1 (Chd8.1); NM_201637.2-3342s21c1 (Chd8.2)). Two days after transfection, puromycin selection was applied for 7–9 days (2 µg/ml). Colonies were picked and expanded using standard protocols. *Chd8* KD was assessed by conventional qRT-*PCR* analysis (see below).

### Generation of Chd8 KO cell lines

*Chd8* KO cells were generated by CRISPR-Cas9 mutagenesis. Briefly ~5 µg Cas9 expressing vector carrying Puromycin resistance and guides to the *Chd8* helicase and chromo domains were co-transfected in Fa2L-S4 cells using Lipofectamine 3000 (Invitrogen). Two days after transfection, puromycin selection was applied for 7–9 days (2 µg/ml). Colonies were picked and expanded using standard protocols. Clones surviving selection were screened by PCR for indels in either the chromo, the helicase or both domains. Amplicons were topocloned and analysed by DNA sequencing. We selected sub-clones C4.1/C4.3 for further analysis (see also Fig. 3 and the “Results” section).

### Complemented cell lines

We transfected *Chd8* KO clones by lipofection (Lipofectamine 3000, Invitrogen) in accordance with the manufacturer’s protocol. Briefly 10 µg of construct expressing the FL form of *Chd8* were transfected. Two days after transfection, Neomycin (G418) selection was applied for 7–9 days (400 µg/ml). Colonies were picked and expanded using standard protocols. Complementation was tested by means of WB analysis and immuno-fluorescence (IF) in the context of XCI initiation (see below and main text for details).

### RNA extraction and qRT-PCR analysis

RNA was extracted using the RNeasy mini kit according to the producer’s manual (Qiagen). RNA was DNAse treated for 30 min at 37 °C and DNAse was then inactivated using a cDNA kit (Turbo DNase, Ambion). Reverse-transcription was carried out using a kit from Thermo Scientific (First Strand cDNA Synthesis Kit, Cat. K1612) in accordance with the manufacturer’s instructions (1–2 µg of total RNA). qRT-PCR was performed using Kapa BioSystem/Biorad SYBR-green reagent using an Applied Biosystem real-time system, following standard protocols. A wide panel of primers pairs was used to test cell differentiation and XCI progression, in the initial phases of the project. Selected primers were then used for all experiments. A complete list of primers used in this paper is available in Supplementary Data 5. Primer sequences used in preliminary analysis (nor shown) are available on demand.

### Protein extraction and WB analysis

Whole lysate cell extracts were obtained after incubation on ice for 30′ in RIPA buffer with protease inhibitors, followed by centrifugation. WB analysis was done using standard SDS–PAGE protocols. CHD8 antibody(ab) was purchased from Novus biological (NB100-60417), HA ab (H6908), and Vin ab (V9264-200UL) both bought from Sigma, GAPDH ab bought from Millipore (CB1001), and RNA pol II ab obtained from Active Motif (#39097).

### Immunofluorescence

IF analysis and RNA-FISH were carried out as previously described^48^. H3K27me3 mono and polyclonal antibodies were purchased from Active Motif (#39155, #39536, respectively), *Chd8* antibodies were bought from Novus (NB100-60417).

### RNA-seq

RNA-seq analysis was carried out as previously described^8^. Reads were trimmed with *cutadapt* and aligned to the genome with STAR^70^. The *FeatureCounts* software counted the number of reads per gene overlapping any exon^71^. Genes are defined as in Ensembl’s genome release Mus Musculus GRCm38.88 (https://www.ensembl.org/Mus_musculus/Info/Index). DFG were identified using the Bioconductor package *DESeq2* in R version 3.6.2 requiring a FDR below 0.05 and an absolute log fold-change of at least 1 (https://www.bioconductor.org)^72^. Each analysis controlled for experimental batches and differences are reported as log2 fold-change with respect to the control group. Sequencing read counts were normalized using the regularized log transformation (rlog) in *DESeq2* before PCA. The top 20 DFG (by *P* value) are shown in the heatmaps. To ensure comparability across genes, read counts were normalized by variance stabilizing transform (vst) in *DESeq2* and mean normalized read counts per gene subtracted, before plotting the heatmap.

### ChIP-seq procedure and bioinformatic analysis

ChIP-seq analysis was carried out as previously published^73,74^. CHD8 antibodies were bought from Novus and Bethyl (NB100-60417 and A301-224A, respectively), H3K4me3 antibodies (Active Motif, Cat number 39159); INO80 ab was purchased from Abcam (Cat. Number: ab105451). Reads were trimmed with cutadapt (http://cutadapt.readthedocs.io/en/stable/index.html) and aligned to the genome with bowtie2 using the ‘very sensitive’ alignment option^75^. Picard tools were used to remove duplicate reads and samTools to filter out reads with mapping quality below two (https://broadinstitute.github.io/picard/). Subsequently, coverage plots were generated with deepTools using a bin size of 50 (or 100b) and RPKM (reads per kilobase per million) normalization^76^. The software MACS2 called peaks with 0.05 as FDR cut-off and consensus peak sets were derived for the duplicated experiments using Bioconductor’s package DiffBind (http://liulab.dfci.harvard.edu/MACS/; https://www.bioconductor.org).

### Comparison with other datasets

YY1 data was downloaded from the GEO repository (GSE92407). Bigwig files for YY1 (2i, 2 replicates) were converted to bedGraph. Peaks were called on the bedgraph files with MACS2. Consensus YY1 peaks were derived by intersecting the peaks called on the two replicates with bedtools. YY1 peaks were lifted from mm9 to mm10 using easyLift in R. YY1 and Chd8 peaks were overlapped using GenomicRanges in R. Peaks were annotated to genes (including distance to TSS) using the GREAT website (http://great.stanford.edu/public/html/). Promoter regions were defined as 0–2 kb upstream of the TSS, getting strand-specific information via biomaRt from the “m. musculus_gene_ensembl” dataset.

### ChIP- and ATAC-seq allelic analysis

ATAC-seq reads were processed and aligned as described elsewhere^77,78^. The software SNPsplit (https://www.bioinformatics.babraham.ac.uk/projects/SNPsplit/) was used for allele-specific analysis. In addition, to the alignment to the reference genome the reads were aligned to a genome in which all SNPs have been masked. Subsequently, aligned reads were divided into reads which either match CAST_EiJ or 129S1_SvImJ SNPs or if not were considered unspecific. Downstream analysis was done as before separately for each class of reads.

### Cut&Run experiments

This protocol was adapted from a CUT&RUN Protocol from EpiCypher (https://www.epicypher.com/content/documents/protocols/cutana-cut&run-protocol.pdf). Cells were harvested with accutase, counted and centrifuged at 600 × *g* for 3 min. Pellets were washed three times in 1.5 ml Wash buffer (20 mM HEPES pH 7.5; 150 mM NaCl; 0.5 mM Spermidine; 1× protease inhibitors EDTA-free) and resuspended in the right volume of Wash buffer in order to have 500,000 cells per 100 µl. 100 µl of the cell suspension were then transferred into an 8-stripe tube containing 10 µl of previously activated concanavalin A-coated magnetic beads (activating buffer: 20 mM HEPES pH 7.5, 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_) (86057-3, BioMag^®^Plus Concanavalin A, Generon) and placed in a rotator for 10 min at room temperature. Cells were resuspended in 50 µl antibody buffer (5% (wt/vol) digitonin, 20 mM HEPES pH 7.5; 150 mM NaCl; 0.5 mM Spermidine; 1× protease inhibitors EDTA-free, 2 mM EDTA) and 0.5 µl antibody was added per sample and incubated at 4 °C overnight in a rotator. The following antibodies were used: YY1 (H-10): Santa Cruz sc-7341; YY1 Diagenode AB_2793763; WDR5: Diagenode C15310101. Cells were washed 3× in 250 µl Dig-wash buffer (5% (wt/vol) digitonin, 20 mM HEPES pH 7.5; 150 mM NaCl; 0.5 mM Spermidine; 1× protease inhibitors EDTA-free) to remove unbound antibody. Cells were resuspended in 50 µl cold Dig-wash buffer and pAG-MNase 1:200 was added and incubated at room temperature for 10 min At this stage, supernatant from samples incubated with IgG antibody was collected and stored to be used as input. Cells were washed 3× in 250 µl cold Dig-wash buffer to remove unbound pAG-MNase. Tubes were placed on ice and quickly mixed with 100 mM CaCl_2_ to a final concentration of 2 mM diluted in 50 µl Dig-wash buffer per sample. Cells were incubated for 2 h at 4 °C and the reaction was quenched by the addition of 33 µl 2× STOP buffer (340 mM NaCl; 20 mM 0.5 EDTA; 4 mM EGTA; 0.05% digitonin; 100 µg/mL RNAse A; 50 µg/mL glycogen). Cleaved fragments were liberated into the supernatant by incubating the cells at 37 °C for 10 min, and the supernatant was stored afterwards. DNA fragments were purified from the supernatant using the ChIP DNA Clean and Concentrator Kit (D5205, Zymo Research) and used for the construction of sequencing libraries.

### MEME analysis and string

MEME analysis was done by extracting 100 and 500 bp windows underlying *Chd8* peaks in undifferentiated and differentiating conditions. These sequences have been analysed using MEME motif discovery via the weblink (http://meme-suite.org/). In order to discover *Chd8*-interacting proteins, we used the online version of the STRING database (https://string-db.org/).

### Chd8 IP-mass spectrometry

CHD8 and HA IP were done using *Chd8* antibodies (abs) bought from Novus biological (NB100-60417) and Bethyl (A301-224A), HA ab was acquired from Sigma (H6908). For each sample 500 µl of extracted lysate was brought to 1 ml with RIPA buffer and precleared with 50 µl Protein G Dynabeads (Thermo) for 30 min on a rotating wheel at 4 °C. Beads were removed and 15 µl of antibodies was added to the cleared lysate and incubated at 4 °C for an hour on the rotating wheel, after which 50 µl of washed protein G beads were added and incubated for another hour. Beads were washed three times with 250 µl RIPA buffer and eluted in 20 µl Laemmle buffer by boiling for 5 min Samples were run on a 10% SDS–PAGE gel and analysed by mass spectrometry. Protein and RNA sequences were downloaded from UCSC genome browser and Uniprot, respectively (https://genome.ucsc.edu/; https://www.uniprot.org/).

### LC–MS/MS

Bands were cut from the gel and subjected to in-gel digestion with trypsin^79^. Peptides were extracted from the gel pieces by sonication for about 15 min, followed by centrifugation and the collection of the supernatant. A 50:50 solution of water:acetonitrile, 1% formic acid (2 × the volume of the gel pieces) was added for a second extraction. The samples were re-sonicated for 15 min, centrifuged and the supernatant pooled with the first extract. The pooled supernatants were processed using speed vacuum centrifugation. The samples were dissolved in 10 µL of reconstitution buffer (96:4 water:acetonitrile, 1% formic acid and analyzed by LC–MS/MS.

Peptides were separated using the nanoAcquity UPLC system (Waters) fitted with a trapping devise (nanoAcquity Symmetry C18, 5 µm, 180 µm × 20 mm) and an analytical column (nanoAcquity BEH C18, 1.7 µm, 75 µm × 200 mm). The outlet of the analytical column was coupled to an LTQ Orbitrap Velos (Thermo Fisher Scientific) using the Proxeon nanospray source. Solvent A was water, 0.1% formic acid and solvent B was acetonitrile, 0.1% formic acid. Samples were loaded with a constant flow of solvent A at 5 µL/min onto the trapping column, as routinely done. Trapping time was 6 min Peptides were eluted via the analytical column a constant flow of 0.3 µL/min. During the elution step, the percentage of solvent B was increased in a linear fashion. The peptides were introduced into the mass spectrometer instrument (Orbitrap Velos, Thermo) via a Pico-Tip Emitter 360 μm OD × 20 μm ID; 10 μm tip (New Objective) and a spray voltage of 2.2 kV was applied. The capillary temperature was set at 300 °C. Full scan MS spectra with mass range 300–1700 m/z were acquired in profile mode in the FT with a resolution of 30,000. The filling time was set at maximum of 500 ms with limitation of 1.0 × 10^6^ ions. The most intense ions (up to 15) from the full scan MS were selected for sequencing in the LTQ. Normalized collision energy of 40% was used, and the fragmentation was performed after accumulation of 3.0 × 10^4^ ions or after filling time of 100 ms for each precursor ion (whichever occurred first). MS/MS data was acquired in centroid mode. Only multiply charged (2+, 3+, 4+) precursor ions were selected for MS/MS analysis. The dynamic exclusion list was restricted to 500 entries with maximum retention period of 30 s and relative mass window of 10 ppm. In order to improve the mass accuracy, a lock mass correction using the ion (*m*/*z* 445.12003) was applied.

### MS data analysis

The raw output files of IsobarQuant (protein.txt–files) were processed using the R programming language (ISBN 3-900051-07-0). Only proteins that were quantified with at least two unique peptides were considered for the analysis. Raw TMT reporter ion signals (signal_sum columns) were first cleaned for batch effects using the ‘removeBatchEffect’ function of the limma package^80^ and further normalized using vsn (variance stabilization normalization)^81^. Proteins were tested for differential expression using the limma package. A protein was annotated as a hit with a FDR smaller 5% and a fold-change of at least 100% and as a candidate with a fdr below 10% and a fold-change of at least 50%.

### Statistical reproducibility

Conventional two-tailed *t*-test and Poisson regression fittings were used in R environment (https://www.r-project.org/) or JMP software (jmp.com) or excel (Microsoft). All experimental data points are clearly presented in the figure legends or in the figure the statistical test used and the error bar type is clearly indicated. No statistical test was performed on log-scaled values.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

Next-generation sequencing data has been deposited in GEO, Access numbers: GSE166858 and GSE166859. All source data underlying the graphs and charts presented in the main figures are available in Supplementary Data 6. Mass-spectrometry data has been deposited in the PRIDE database, accession number: PXD024155. All data is available upon request.

## References

[1] Robert Finestra T, Gribnau J (2017). X chromosome inactivation: silencing, topology and reactivation. Curr. Opin. Cell Biol..

[2] Gribnau J, Grootegoed JA (2012). Origin and evolution of X chromosome inactivation. Curr. Opin. Cell Biol..

[3] Cerase A, Pintacuda G, Tattermusch A, Avner P (2015). Xist localization and function: new insights from multiple levels. Genome Biol..

[4] Pinter SF (2016). A Tale of Two Cities: how Xist and its partners localize to and silence the bicompartmental X. Semin. Cell Dev. Biol..

[5] Schulz EG, Heard E (2013). Role and control of X chromosome dosage in mammalian development. Curr. Opin. Genet. Dev..

[6] Almeida M (2017). PCGF3/5-PRC1 initiates Polycomb recruitment in X chromosome inactivation. Science.

[7] Pintacuda G (2017). hnRNPK recruits PCGF3/5-PRC1 to the Xist RNA B-Repeat to establish polycomb-mediated chromosomal silencing. Mol. Cell.

[8] Pintacuda G, Young AN, Cerase A (2017). Function by structure: spotlights on Xist long non-coding RNA. Front. Mol. Biosci..

[9] Moindrot B (2015). A pooled shRNA screen identifies Rbm15, Spen, and Wtap as factors required for Xist RNA-mediated silencing. Cell Rep..

[10] Cirillo D (2016). Quantitative predictions of protein interactions with long noncoding RNAs. Nat. Methods.

[11] Pinter SF (2012). Spreading of X chromosome inactivation via a hierarchy of defined Polycomb stations. Genome Res..

[12] Cerase, A. et al. Phase separation drives X-chromosome inactivation: a hypothesis. *Nat. Struct. Mol. Biol.*10.1038/s41594-019-0223-0 (2019).10.1038/s41594-019-0223-031061525

[13] Cerase A, Tartaglia GG (2020). Long non-coding RNA-polycomb intimate rendezvous. Open Biol..

[14] Chaumeil J, Le Baccon P, Wutz A, Heard E (2006). A novel role for Xist RNA in the formation of a repressive nuclear compartment into which genes are recruited when silenced. Genes Dev..

[15] Heard E (2004). Recent advances in X-chromosome inactivation. Curr. Opin. Cell Biol..

[16] Pintacuda G, Cerase A (2015). X inactivation lessons from differentiating mouse embryonic stem cells. Stem Cell Rev..

[17] Navarro P (2008). Molecular coupling of Xist regulation and pluripotency. Science.

[18] Navarro P (2009). A role for non-coding Tsix transcription in partitioning chromatin domains within the mouse X-inactivation centre. Epigenet. Chromatin.

[19] Navarro P (2010). Molecular coupling of Tsix regulation and pluripotency. Nature.

[20] Navarro P, Page DR, Avner P, Rougeulle C (2006). Tsix-mediated epigenetic switch of a CTCF-flanked region of the Xist promoter determines the Xist transcription program. Genes Dev..

[21] Navarro P, Pichard S, Ciaudo C, Avner P, Rougeulle C (2005). Tsix transcription across the Xist gene alters chromatin conformation without affecting Xist transcription: implications for X-chromosome inactivation. Genes Dev..

[22] Tian D, Sun S, Lee JT (2010). The long noncoding RNA, Jpx, is a molecular switch for X chromosome inactivation. Cell.

[23] Sun BK, Deaton AM, Lee JT (2006). A transient heterochromatic state in Xist preempts X inactivation choice without RNA stabilization. Mol. Cell.

[24] Barakat TS (2014). The trans-activator RNF12 and cis-acting elements effectuate X chromosome inactivation independent of X-pairing. Mol. Cell.

[25] Gontan C (2012). RNF12 initiates X-chromosome inactivation by targeting REX1 for degradation. Nature.

[26] Chureau C (2011). Ftx is a non-coding RNA which affects Xist expression and chromatin structure within the X-inactivation center region. Hum. Mol. Genet..

[27] Furlan G (2018). The Ftx noncoding locus controls X chromosome inactivation independently of its RNA products. Mol. Cell.

[28] Augui S, Nora EP, Heard E (2011). Regulation of X-chromosome inactivation by the X-inactivation centre. Nat. Rev. Genet..

[29] van Bemmel JG, Mira-Bontenbal H, Gribnau J (2016). Cis- and trans-regulation in X inactivation. Chromosoma.

[30] Azuara V (2006). Chromatin signatures of pluripotent cell lines. Nat. Cell Biol..

[31] Clapier CR, Iwasa J, Cairns BR, Peterson CL (2017). Mechanisms of action and regulation of ATP-dependent chromatin-remodelling complexes. Nat. Rev. Mol. Cell Biol..

[32] Narlikar GJ, Sundaramoorthy R, Owen-Hughes T (2013). Mechanisms and functions of ATP-dependent chromatin-remodeling enzymes. Cell.

[33] Ho L, Crabtree GR (2010). Chromatin remodelling during development. Nature.

[34] Gao X (2008). ES cell pluripotency and germ-layer formation require the SWI/SNF chromatin remodeling component BAF250a. Proc. Natl Acad. Sci. USA.

[35] Marfella CG (2006). Mutation of the SNF2 family member Chd2 affects mouse development and survival. J. Cell. Physiol..

[36] de Dieuleveult M (2016). Genome-wide nucleosome specificity and function of chromatin remodellers in ES cells. Nature.

[37] Casper, J. et al. The UCSC Genome Browser database: 2018 update. *Nucleic Acids Res.*10.1093/nar/gkx1020 (2017).10.1093/nar/gkx1020PMC575335529106570

[38] Zerbino, D. R. et al. Ensembl 2018. *Nucleic Acids Res.*10.1093/nar/gkx1098 (2017).

[39] Manning BJ, Yusufzai T (2017). The ATP-dependent chromatin remodeling enzymes CHD6, CHD7, and CHD8 exhibit distinct nucleosome binding and remodeling activities. J. Biol. Chem..

[40] Nishiyama M (2004). Early embryonic death in mice lacking the beta-catenin-binding protein Duplin. Mol. Cell. Biol..

[41] Wilkinson B (2015). The autism-associated gene chromodomain helicase DNA-binding protein 8 (CHD8) regulates noncoding RNAs and autism-related genes. Transl. Psychiatry.

[42] Breuss MW, Gleeson JG (2016). When size matters: CHD8 in autism. Nat. Neurosci..

[43] Gompers AL (2017). Germline Chd8 haploinsufficiency alters brain development in mouse. Nat. Neurosci..

[44] Katayama Y (2016). CHD8 haploinsufficiency results in autistic-like phenotypes in mice. Nature.

[45] Xu Q (2018). Autism-associated CHD8 deficiency impairs axon development and migration of cortical neurons. Mol. Autism.

[46] Luikenhuis S, Wutz A, Jaenisch R (2001). Antisense transcription through the Xist locus mediates Tsix function in embryonic stem cells. Mol. Cell. Biol..

[47] Doran AG (2016). Deep genome sequencing and variation analysis of 13 inbred mouse strains defines candidate phenotypic alleles, private variation and homozygous truncating mutations. Genome Biol..

[48] Cerase A (2014). Spatial separation of Xist RNA and polycomb proteins revealed by superresolution microscopy. Proc. Natl Acad. Sci. USA.

[49] Ceballos-Chavez M (2015). The chromatin Remodeler CHD8 is required for activation of progesterone receptor-dependent enhancers. PLoS Genet..

[50] Cohen DE (2007). The DXPas34 repeat regulates random and imprinted X inactivation. Dev. Cell.

[51] Cotney J (2015). The autism-associated chromatin modifier CHD8 regulates other autism risk genes during human neurodevelopment. Nat. Commun..

[52] Sugathan A (2014). CHD8 regulates neurodevelopmental pathways associated with autism spectrum disorder in neural progenitors. Proc. Natl Acad. Sci. USA.

[53] Memili E, Hong YK, Kim DH, Ontiveros SD, Strauss WM (2001). Murine Xist RNA isoforms are different at their 3′ ends: a role for differential polyadenylation. Gene.

[54] Ma M, Strauss WM (2005). Analysis of the Xist RNA isoforms suggests two distinctly different forms of regulation. Mamm. Genome.

[55] Nora EP (2017). Targeted degradation of CTCF decouples local insulation of chromosome domains from genomic compartmentalization. Cell.

[56] Makhlouf M (2014). A prominent and conserved role for YY1 in Xist transcriptional activation. Nat. Commun..

[57] Wang L (2018). Resetting the epigenetic balance of Polycomb and COMPASS function at enhancers for cancer therapy. Nat. Med..

[58] Zurkirchen L (2019). Yin Yang 1 sustains biosynthetic demands during brain development in a stage-specific manner. Nat. Commun..

[59] Beagan JA (2017). YY1 and CTCF orchestrate a 3D chromatin looping switch during early neural lineage commitment. Genome Res..

[60] Loos F (2016). Xist and Tsix transcription dynamics is regulated by the X-to-autosome ratio and semistable transcriptional states. Mol. Cell. Biol..

[61] Pontier DB, Gribnau J (2011). Xist regulation and function explored. Hum. Genet..

[62] Sun S (2013). Jpx RNA activates Xist by evicting CTCF. Cell.

[63] Chen CY (2016). YY1 binding association with sex-biased transcription revealed through X-linked transcript levels and allelic binding analyses. Sci. Rep..

[64] Atlasi Y (2019). Epigenetic modulation of a hardwired 3D chromatin landscape in two naive states of pluripotency. Nat. Cell Biol..

[65] Subtil-Rodriguez A (2014). The chromatin remodeller CHD8 is required for E2F-dependent transcription activation of S-phase genes. Nucleic Acids Res..

[66] Nishiyama M, Skoultchi AI, Nakayama KI (2012). Histone H1 recruitment by CHD8 is essential for suppression of the Wnt-beta-catenin signaling pathway. Mol. Cell. Biol..

[67] Durak O (2016). Chd8 mediates cortical neurogenesis via transcriptional regulation of cell cycle and Wnt signaling. Nat. Neurosci..

[68] Marks H (2012). The transcriptional and epigenomic foundations of ground state pluripotency. Cell.

[69] Attia M, Rachez C, Avner P, Rogner UC (2013). Nucleosome assembly proteins and their interacting proteins in neuronal differentiation. Arch. Biochem. Biophys..

[70] Dobin A (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[71] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[72] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[73] Farcas AM (2012). KDM2B links the Polycomb Repressive Complex 1 (PRC1) to recognition of CpG islands. eLife.

[74] De Bonis ML (2006). Maintenance of X- and Y-inactivation of the pseudoautosomal (PAR2) gene SPRY3 is independent from DNA methylation and associated to multiple layers of epigenetic modifications. Hum. Mol. Genet..

[75] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[76] Li H (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[77] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013). Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat. Methods.

[78] Corces MR (2017). An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. Nat. Methods.

[79] Savitski MM (2014). Tracking cancer drugs in living cells by thermal profiling of the proteome. Science.

[80] Ritchie ME (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[81] Huber W, von Heydebreck A, Sultmann H, Poustka A, Vingron M (2002). Variance stabilization applied to microarray data calibration and to the quantification of differential expression. Bioinformatics.

# Supplementary material for: Chd8 regulates X chromosome inactivation in mouse through fine-tuning control of Xist expression
**Source:** Commun Biol. 2021 Apr 15;4:485. doi: 10.1038/s42003-021-01945-1
**Supplement:** Supplementary file 2 — Supplementary Information

**Fig. S1: *Fa2L-S4* cell line is a suitable system to study the initiation of XCI**

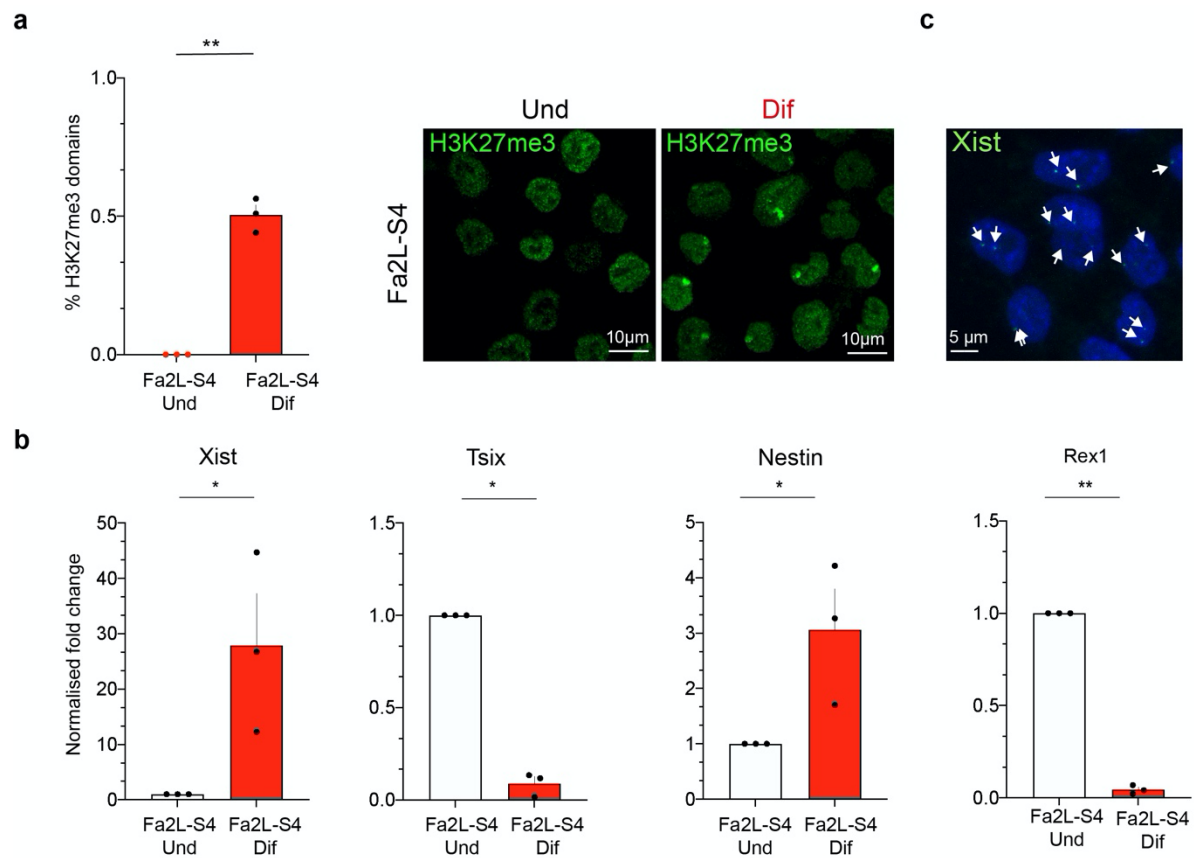

**a)** Left: quantitation of H3K27me3 domains by IF in Fa2L-S4 cell lines at three-day differentiation, right: representative images. Data from three experiments is shown,  $n > 1000$ . Single points represent independent biological samples.  $p$ -value=0.00494 (Und vs Dif). **b)** XCI and cell differentiation are properly initiated in Fa2L-S4 cell line (qPCR data). *Nestin* is used as an NPC differentiation marker and *Rex1* as marker of pluripotency and exit from the pluripotent state. Undifferentiated and differentiated conditions are shown (Und/Dif). Data from three experiments is shown. Single points represent independent biological samples. Statistical significance was tested by means of two-tailed unpaired t-test ( $p^* \leq 0.05$ ).  $p$ -values, *Rex1*=0.000205; *Tsix*=0.00167. *Gapdh* was used as internal normalization control. Data is normalised for the undifferentiated condition (Und). **c)** DNA-FISH in Fa2L-S4 shows two X chromosomes. Xist cDNA has been used as a probe (green). White arrows indicated the Xist gene.

**Fig. S2: A representative example of Chd8 and H3K4me3 co-localization at promoter regions by ChIP-seq analysis**

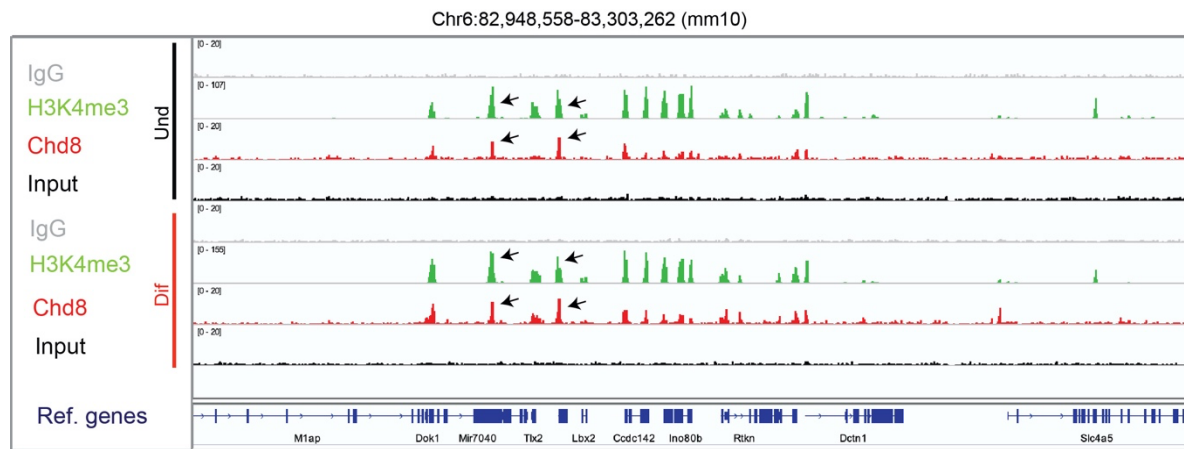

Chr. 6: 83,085,264-83,439,968 interval is shown (mm10). Red: Chd8; green: H3K4me3; grey: IgG; black: input. Undifferentiated and differentiated conditions are shown (Und/Dif). One representative set of ChIP-seq profiles is shown. Arrows show random examples of Chd8 and H3K4me3 co-localization. Ref. genes are shown in blue. Samples and antibodies used are shown.

**Fig. S3: Allelic analysis of the *Xist* promoter for H3K4me3 and *Chd8***

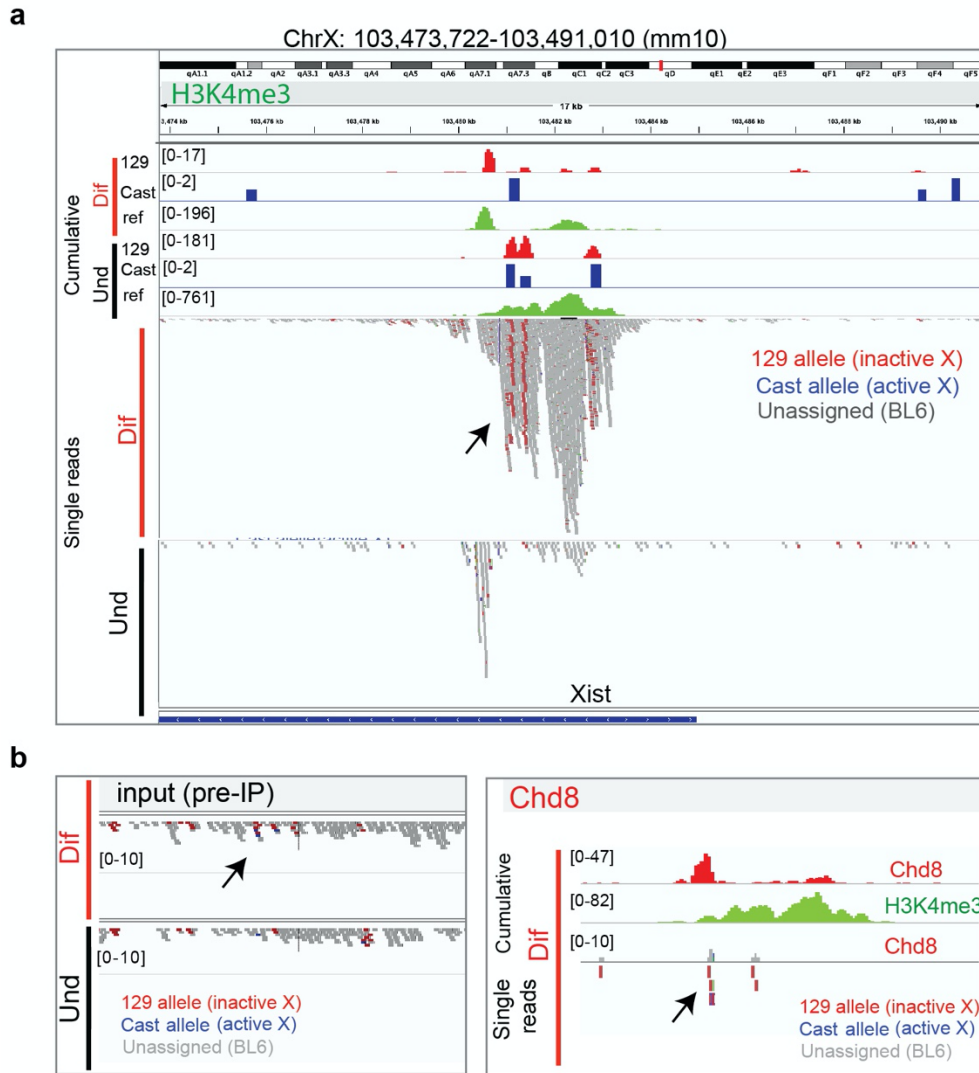

**a)** Chr. X: 103,473,722-103,491,010 interval is shown (mm10) Red line: three day differentiated cells (Dif); black line undifferentiated cells (Und). Control line Fa2L-S4 is shown. Samples names and genomes are shown. Allelic calls for the 129 genome (129, red) or the *m.castaneus* genome (Cast, blue); Ref genome, C57Black/6 (BL6, grey), are shown. **b)** Left, zoom-in on the *Xist* promoter for the input sample shows no allelic differences in the starting Materials (pre-IP conditions). One representative profile is shown. Right, allelic call for *Chd8* in differentiating conditions at the *Xist* promoter. Blue: *castaneus* allele (Cast), Red: 129 allele, Grey: BL6 genome (unassigned, Ref genome). One representative profile is shown.

**Fig. S4: *Xist* and *Chd8* expression during differentiation**

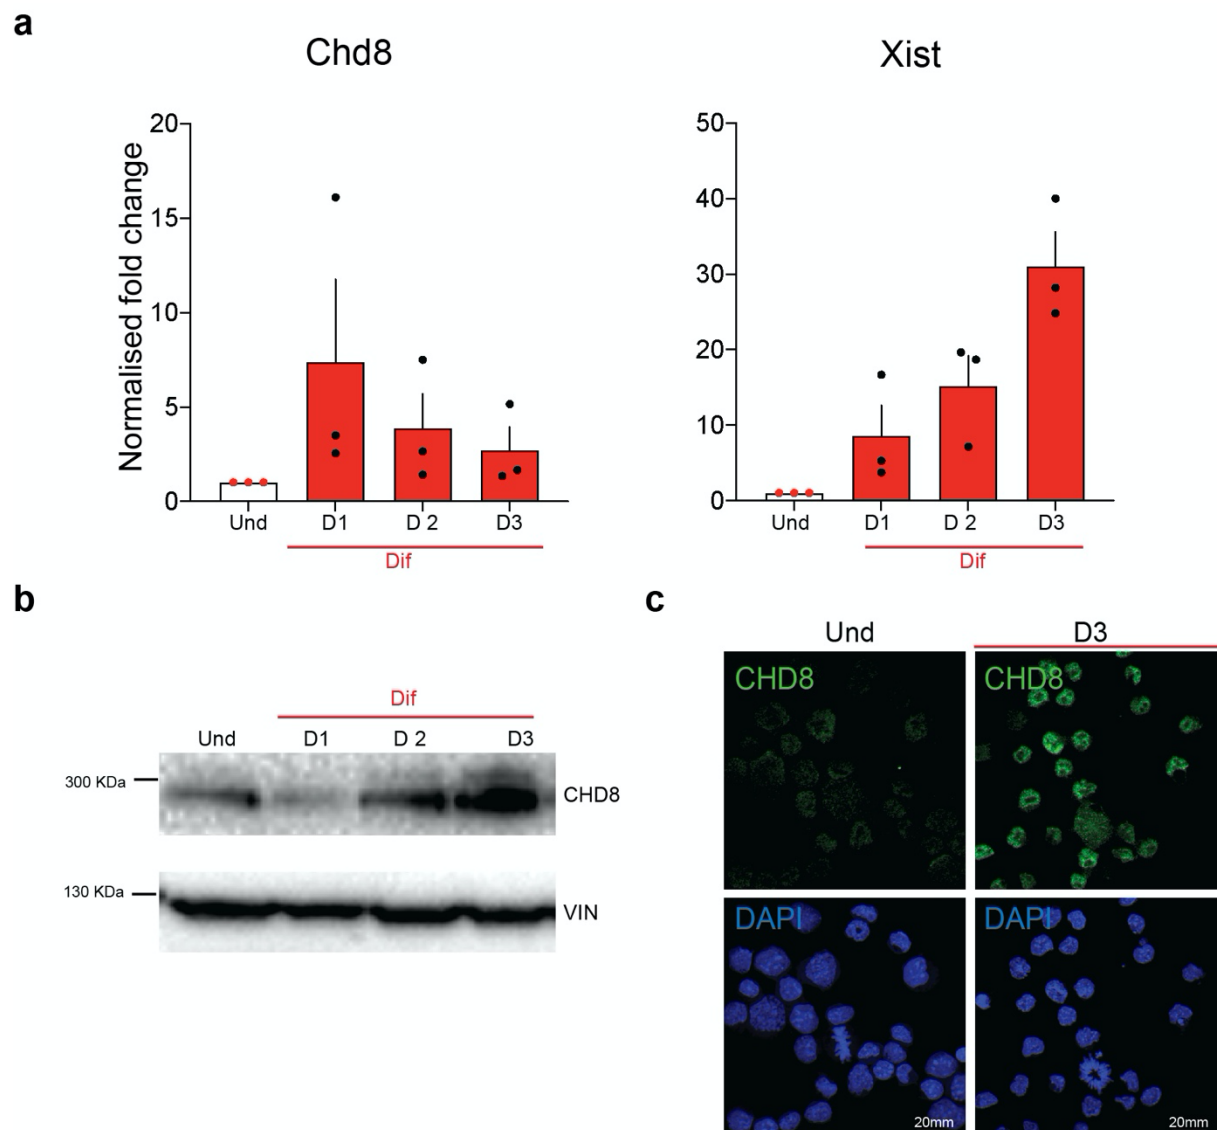

**a)** *Xist* and *Chd8* expression at RNA level is shown (qRT-PCR data). Error bar represents standard deviation of the mean (SEM). Three biological replicas are shown. Data is normalised for the undifferentiated condition (Und). Single points represent independent biological samples. Gapdh was used as internal normalization control. **b)** WB analysis of CHD8 (top); vinculin (VIN) was used as a loading control (bottom). Representative images are shown. **c)** IF for CHD8 at day three of differentiation in Fa2L-S4 cells is shown. D3 indicated 3 days of differentiation.

**Fig. S5: The onset of XCI is partially compromised in mild Chd8 KD experiments**

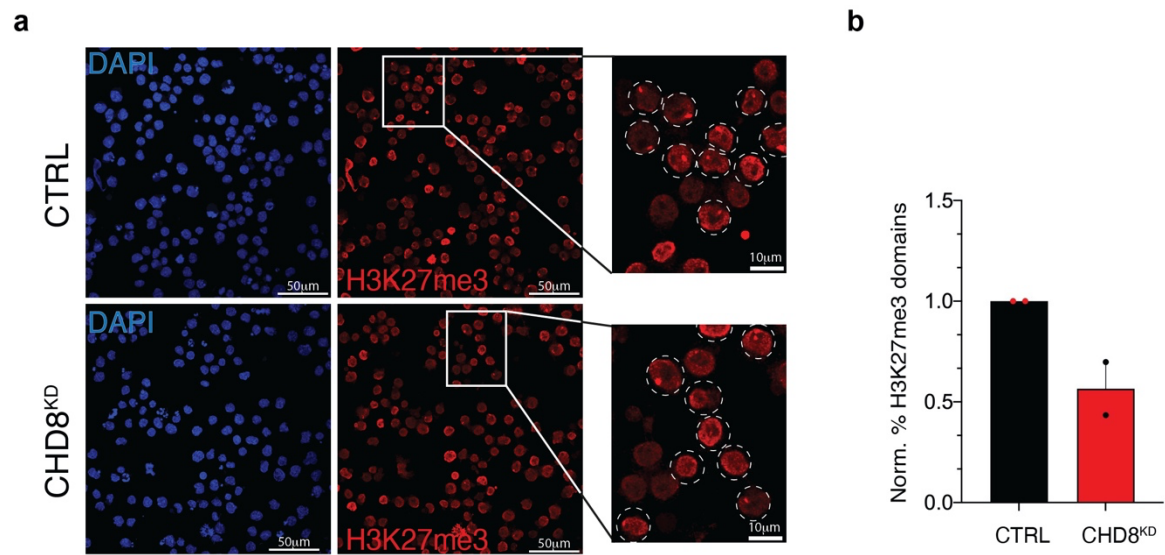

**a)** Representative images of H3K27me3 in CTRL vs. Chd8<sup>KD</sup> cells. **b)** CTRL-normalised % of H3K27me3 domains in CTRL vs. Chd8<sup>KD</sup> cells is shown, n=904. Error bars represent standard deviation (SD). Two experiments are shown. Single points represent independent biological samples.

**Fig. S6: RNA-seq data analysis shows little expression variation in *Chd8* KD at three-day differentiation (siRNA)**

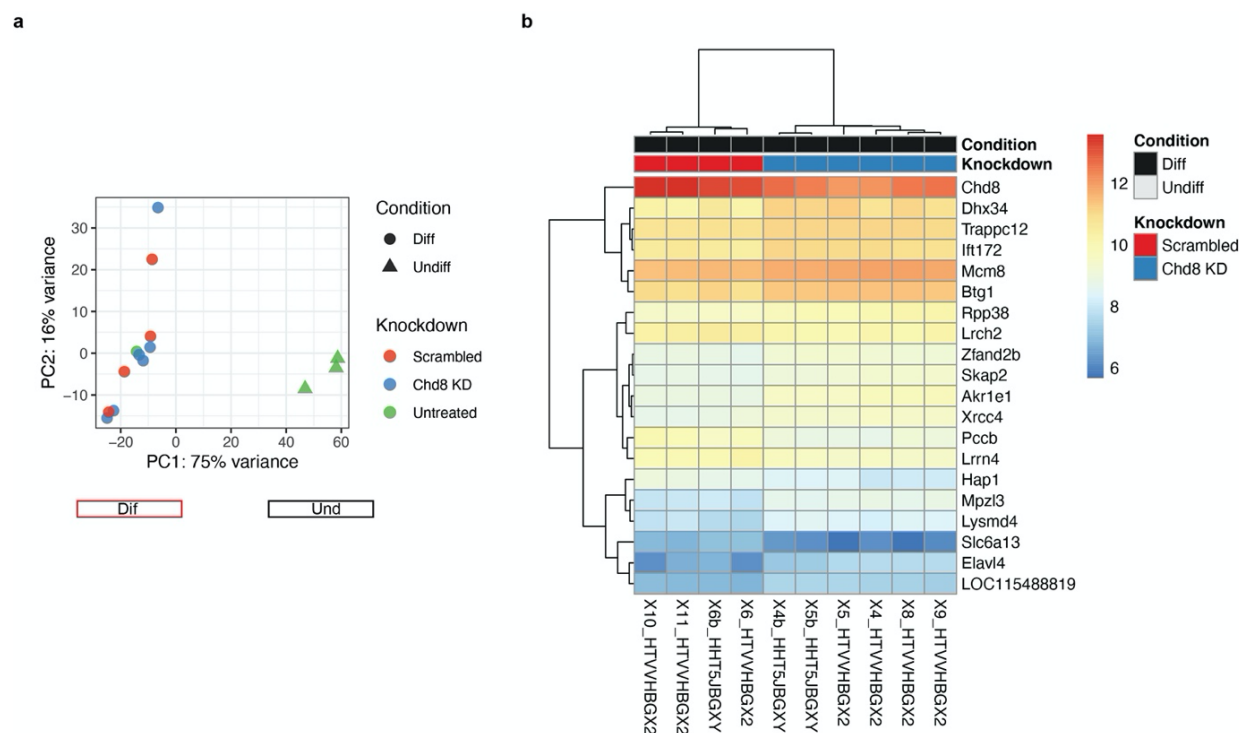

**a)** PCA plot of differentiated cells vs. undifferentiated cells. In blue the *Chd8* KD, in red the scrambled control (CTRL) and in green untreated cells. Triangles and circles indicate undifferentiated and untreated cells (Und - Dif), respectively. **b)** Clustered heatmap graph, showing very modest differences in gene expression under *Chd8* KD.

**Fig. S7: Analysis of *shRNA*-mediated *Chd8* KD in the context of *X* chromosome inactivation**

**a**

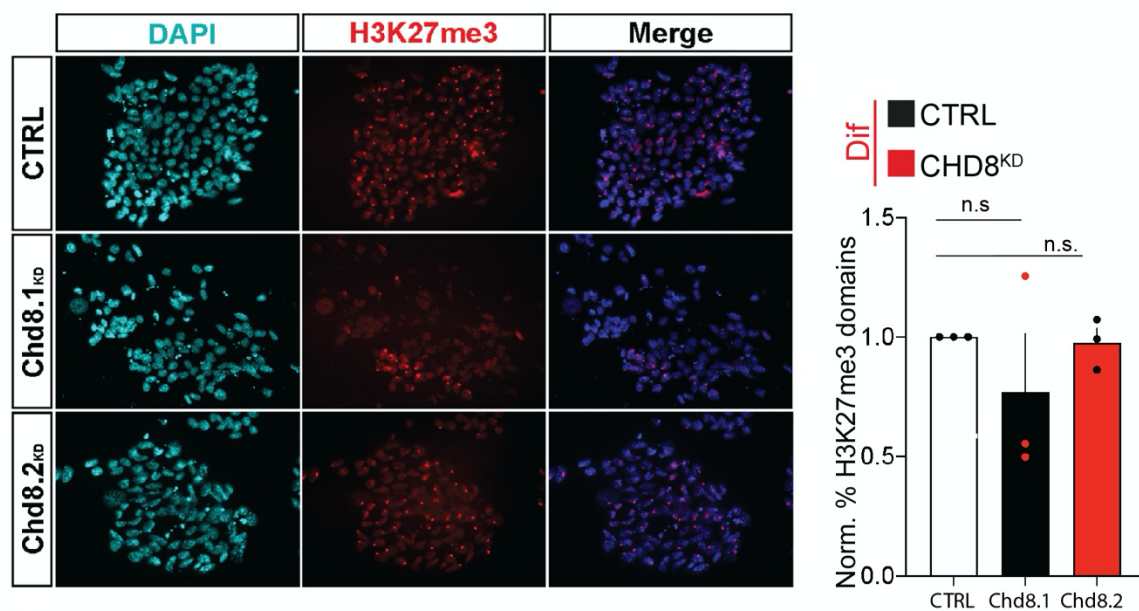

**b**

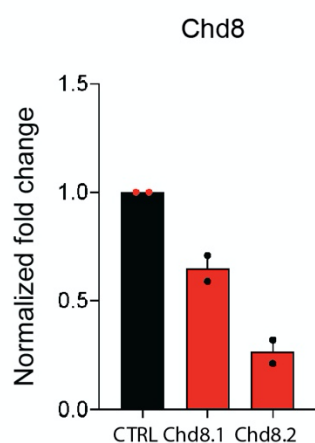

**c**

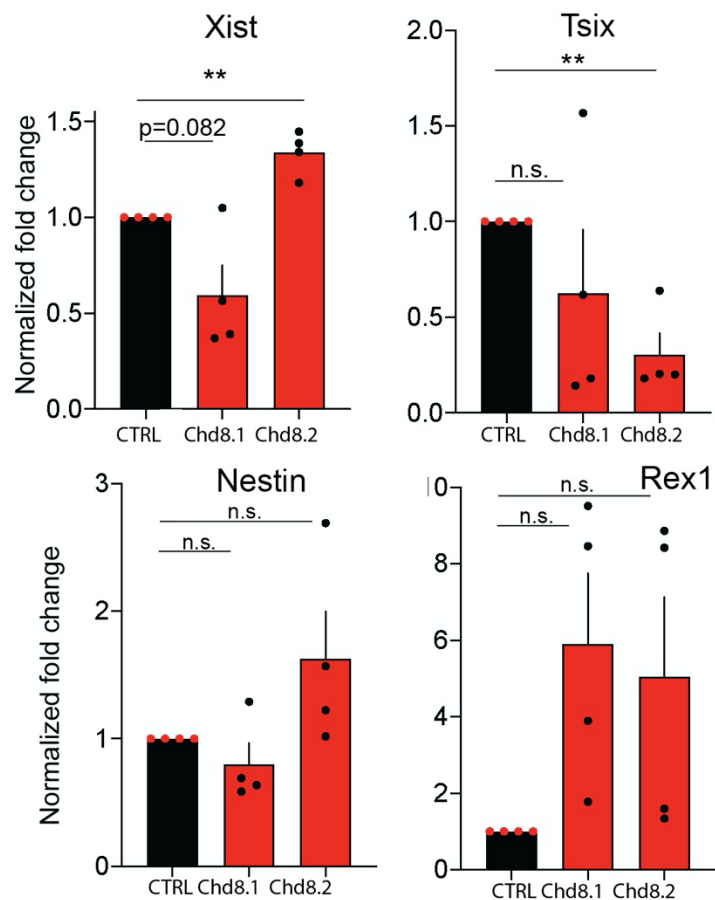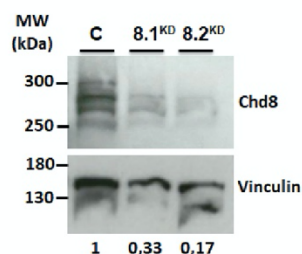

**a)** Representative images of H3K27me3 IFs in CTRL vs. Chd8 KD cells at three days of differentiation (mild and severe Chd8 KDs are shown: Chd8.1 and Chd8.2, respectively). Normalised percentage of H3K27me3 domains in CTRL vs. Chd8 KD cells is shown (right),  $n > 1000$ . Single points represent independent biological samples. Error bars represent standard deviation of the mean (SEM). Data comes from three independent experiments. **b)** Top, qRT-PCR of Chd8 KD cell lines vs. parental (Fa2i-S4). Gapdh was used as internal normalization control. Bottom, Western Blot analysis for CHD8 and Vinculin (VCL) (below, normalised quantifications in bold). A representative image is shown. **c)** CTRL-normalised qRT-PCR of XCI and differentiation markers as shown before. Data comes from two independent experiments. Error bars represent standard deviation of the mean (SEM). Statistical significance was tested by means of two-tailed unpaired t-test ( $p \leq 0.05$ ). Gapdh was used as internal normalization control. Single points represent independent biological samples. Statistical significance was tested by means of two-tailed unpaired t-test ( $p \leq 0.05$ ). Tsix Chd8.2 p-value = 0.00828, Xist Chd8.2  $p = 0.0096$ .

**Fig. S8: RNA-seq data analysis shows gene expression variation differences in mild vs. severe Chd8 KD**

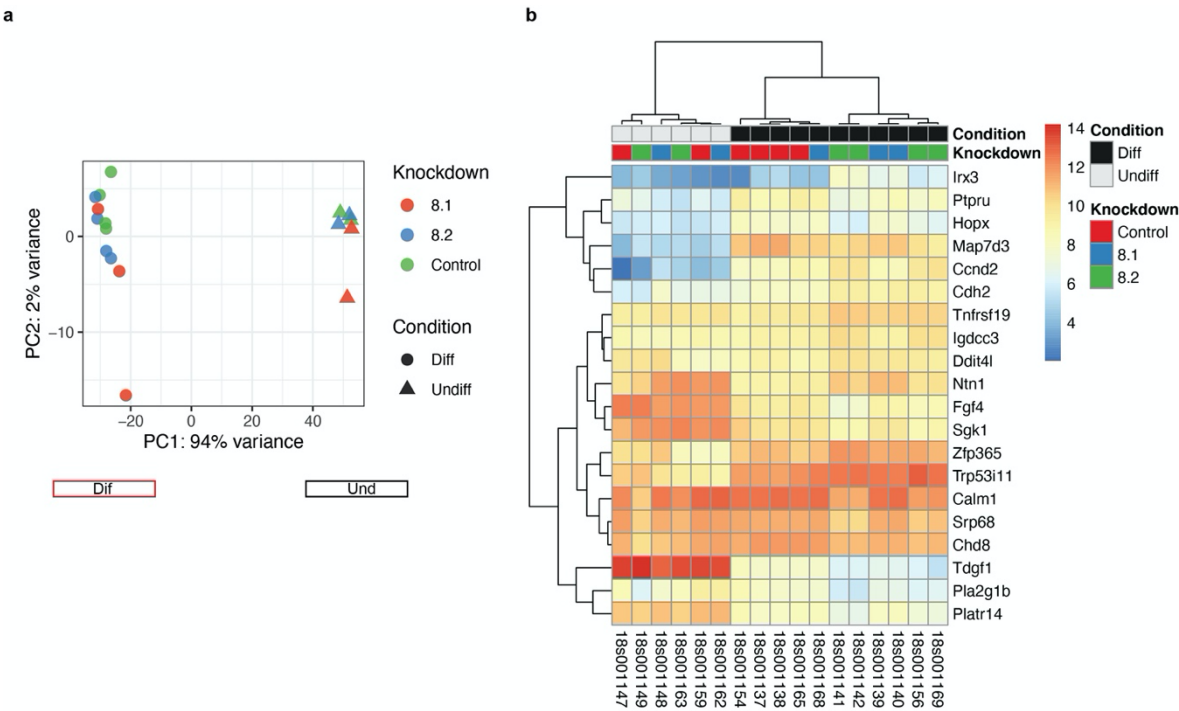

**a)** PCA plot of differentiated (red box) cells vs. undifferentiated (black box) cells. The Chd8 KD.2 is shown in blue, the Chd8 KD.1 is shown in red and the scrambled control (CTRL), in green. Triangles and circles indicate undifferentiated and untreated cells (Und - Dif), respectively **b)** Clustered heatmap graph of normalized RNA-seq reads, showing Chd8.2 KD vs Control. The top 20 significantly differentially expressed genes were included in the heatmap.

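Over the 500 most variable genes of the 17 shRNA libraries, the first principal component of log2 CPM held 94.9% of the variance and the second 1.34%. On the first, the 6 undifferentiated libraries lay between 74.3 and 79.9 and the 11 differentiated ones between -46.7 and -35.8. On the second, the differentiated libraries under 20000000 counts lay at 1.16 and -0.31 (scrambled), 8.03 and 9.06 (Chd8.1), and 10.3 and 9.08 (Chd8.2). Those over 20000000 counts lay at -13.1 and -7.94 (scrambled), -6.25 and -6.89 (Chd8.1), and -2.97 (Chd8.2). The 3 lines thus had the same order within each depth range and overlapped only across the ranges. The nearest library on the same genes carried the same label for each of the 6 differentiated libraries under 20000000 counts. It carried another label for the other 11, which were the 5 deeper differentiated libraries and the 6 undifferentiated ones. Over all 18926 genes past the filter the first component held 72.8%.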

**Fig. S9: Bioinformatic and Mass-spectrometry analysis of Chd8 motifs and Chd8 interacting partners**

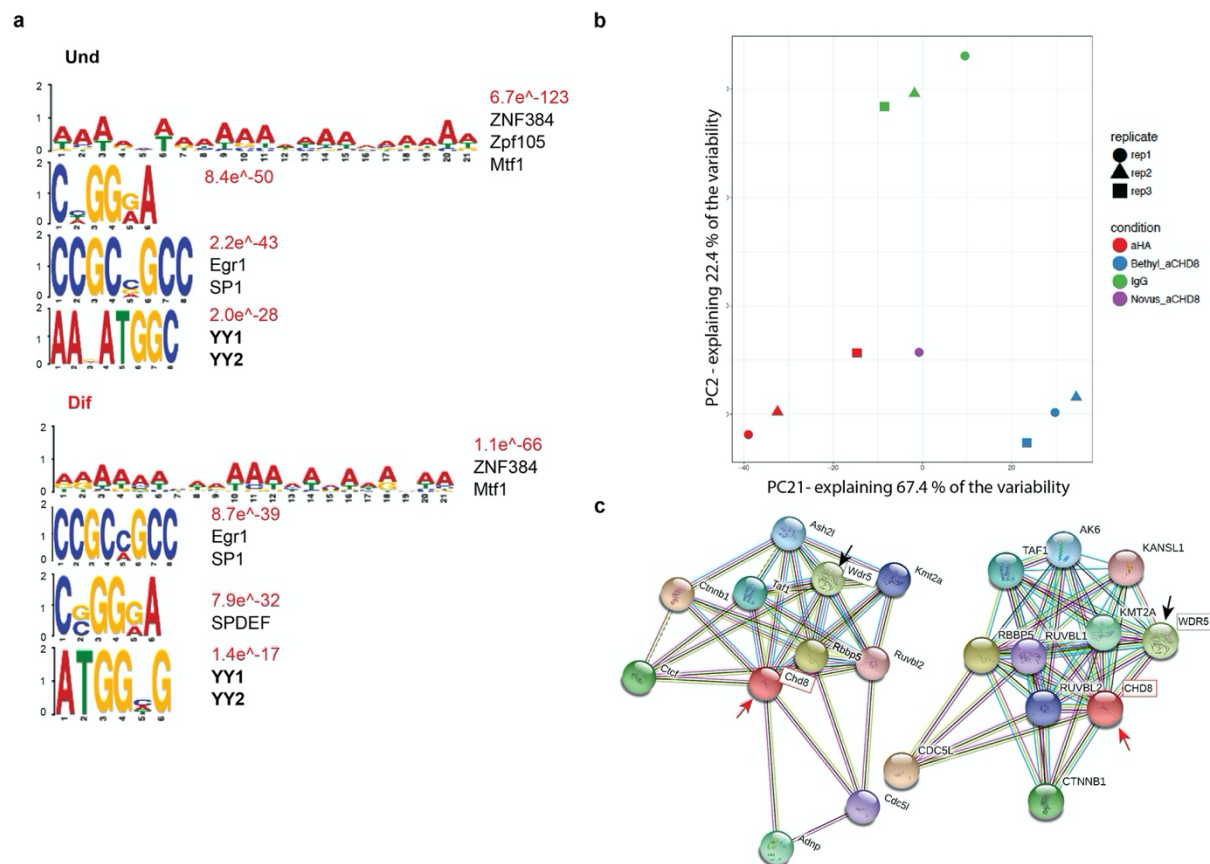

**a)** MEME analysis of Chd8 peaks in undifferentiated and differentiated conditions (top, bottom – respectively). **b)** PCA plot of Mass Spectrometry data. Replicas are shown as circles, triangles and squares. Anti-HA (aHA, red), Anti-Chd8 (Bethyl\_aCHD8, Blue), Anti-IgG (IgG, green), Anti-Chd8 (Novus\_aCHD8, purple). **c)** STRING analysis of Chd8 interactions in mouse (left) and human (right). Wdr5/WDR5 is also indicated (black arrow/box), Chd8 is highlighted (red box/red arrow).

**Fig. S10: Generation and characterization of a *Chd8* knock-in cell line**

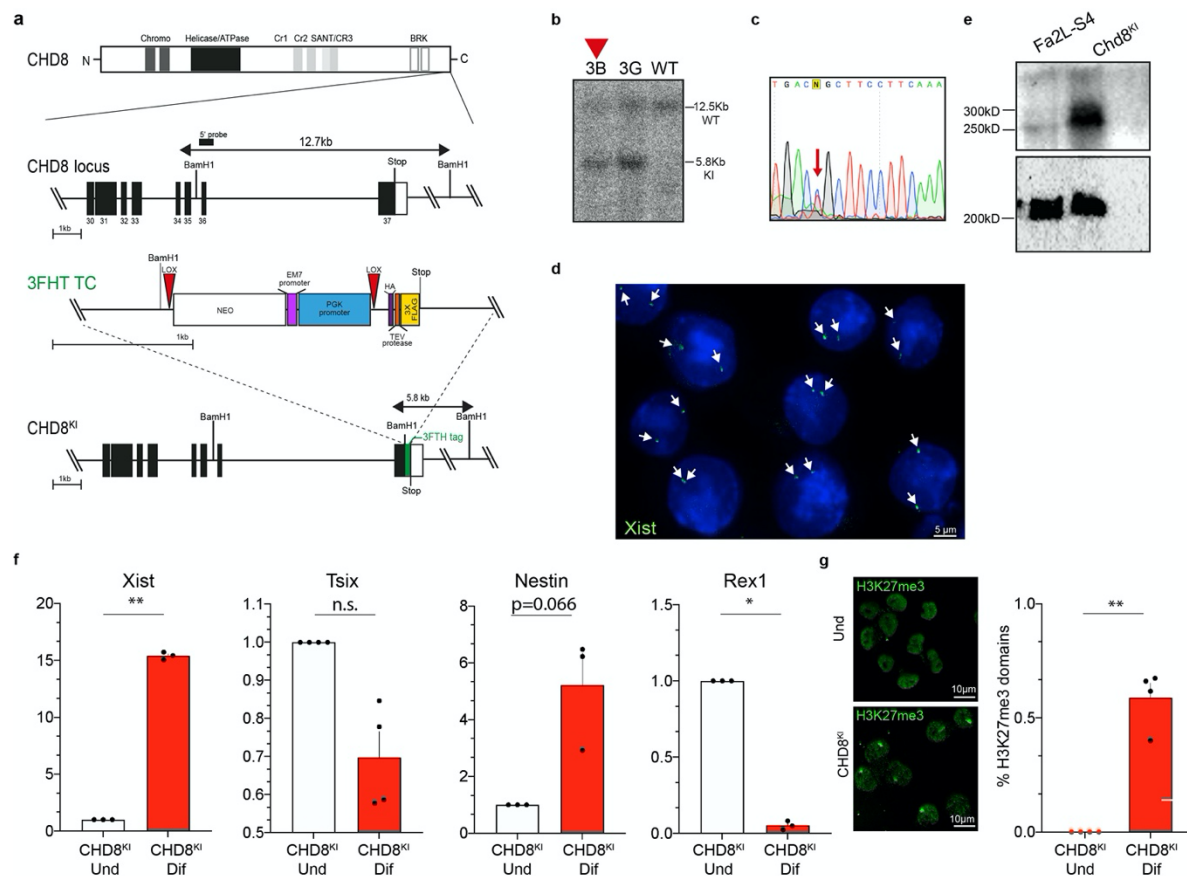

**a)** The domain structure of the CDH8 protein is shown. Below the organization of the 3' portion of the *Chd8* locus and the targeting vector for introducing the 3FHT (3Flag-HA-TAG) into the *Chd8* locus is depicted. Bottom) schematic map of the targeted *Chd8* gene, after targeting vector insertion, is shown. Triangles represent loxP sites. Rectangles indicate the position of Neomycin (Neo cassette, white), EM7 promoter (purple), Pgk promoter (blue), HA tag (violet), TEV protease (orange) and the three flag tags (yellow). The BamH1 restriction sites are indicated as well as the respective Southern fragments detected by the 5' probe. **b)** Southern blot of BamH1-digested DNA from wild-type and CHD8-3FHT/WT cells (clones 3B and 3G) are shown (5' probe indicated in a). **c)** A chromatogram shows a randomly-selected 129/*castaneus* SNP (rs33716600) **d)** *Xist* DNA-FISH shows the two X chromosomes present in most cell **e)** WB showing that the tagged allele is expressed in the CHD8<sup>KI</sup> line. Top HA antibody (ab) and bottom RNA-polIII ab. **f)** XCI and cell differentiation are properly initiated in the CHD8 KI cell line (qPCR-data is shown). Data is normalised for the undifferentiated condition (Und)). *Nestin* is used as an NPC differentiation marker and *Rex1* as marker

of pluripotency and exit from the pluripotent state. Undifferentiated and differentiated conditions are shown (Und/Dif). Data from three experiments is shown. Four experiments are shown for Tsix. Single points represent independent biological samples. Statistical significance was tested by means of two-tailed unpaired t-test ( $p^* \leq 0.05$ ). p-values, Rex1=0.000304; Xist=0.000186. Gapdh was used as internal normalization control. **g)** Left, representative images of H3K27me3 in CTRL vs. Chd8<sup>KI</sup> cells. Right, % of H3K27me3 domains in CTRL vs. Chd8<sup>KI</sup> cells is shown, n=476. Error bars represent standard deviation of the mean (SEM). Three experiments are shown. Statistical significance was tested by means of two-tailed unpaired t-test ( $p^* \leq 0.05$ ). p-value= 0.00270 (Und vs. Dif). Single points represent independent biological samples.

**Fig. S11) ChIP-seq and Cut&Run qPCR analysis of candidate *Xist* regulators**

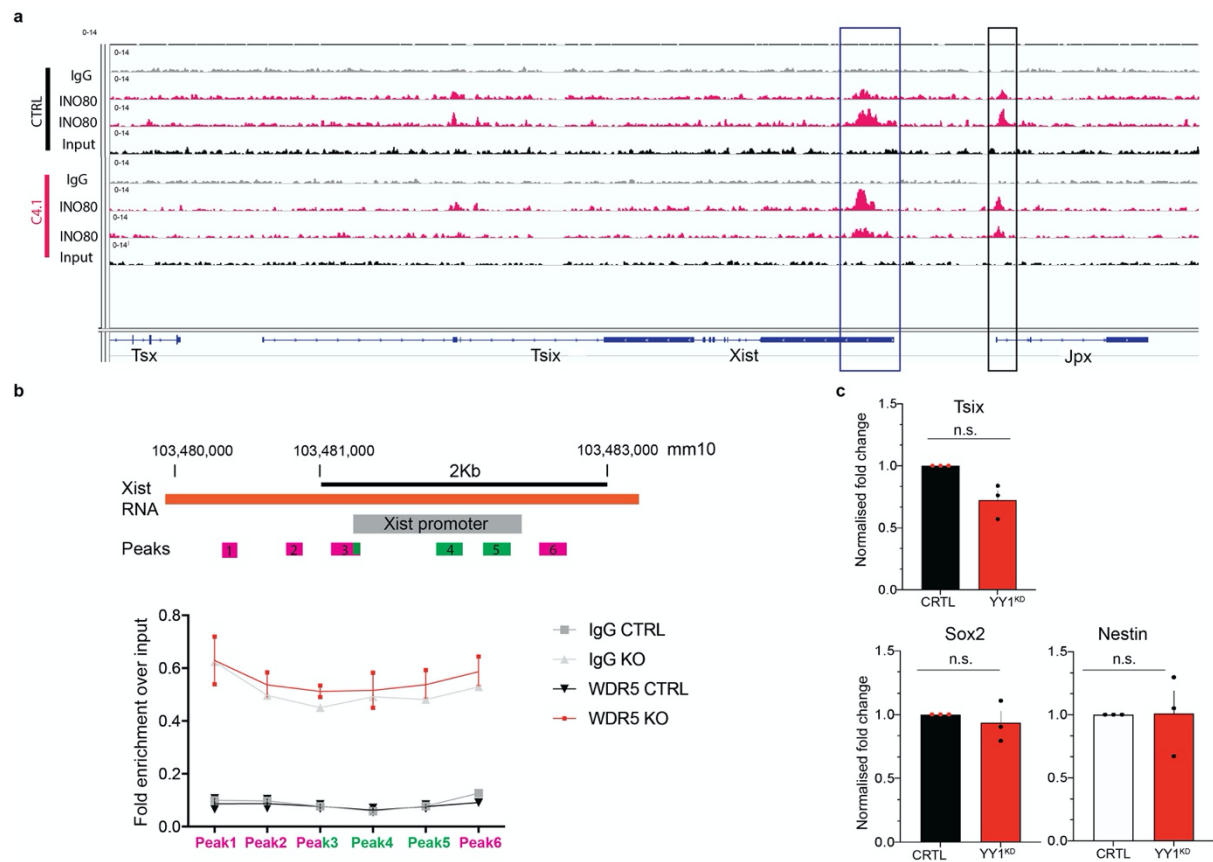

**a)** INO80 ChIP-seq profiles in parental cell line (Fa2L-S4) and Chd8 KO line (C4.1). Black, undifferentiated conditions; Red, differentiating conditions. Samples are indicated. Xist and Jpx promoters are shown (blue, black frame, respectively) **b)** Top, schematic of Xist promoter and primers used for analysis (peaks 1-6). Bottom, qPCR analysis of Wdr5 Cut & Run qPCR analysis at the Xist promoter. Data from two biological samples are shown. Sample names are shown in the legend. Single points represent independent biological samples. Matched input samples were used as internal normalization control. **c)** CTRL-normalised qRT-PCR analysis of scrambled siRNA (CTRL) and YY1 siRNA (YY1<sup>KD</sup>) in the Chd8 KO.1 line (KO.1). Genes are indicated. Error bars represent standard deviation of the mean (SEM). Statistical significance was tested by means of two-tailed unpaired t-test ( $p \leq 0.05$ ). Tsix p-value = 0.0746. Data from three experiments are shown. Single points represent independent biological samples. Gapdh was used as internal normalization control.

**Fig. S12) RNA-seq analysis of Chd8 KO cells**

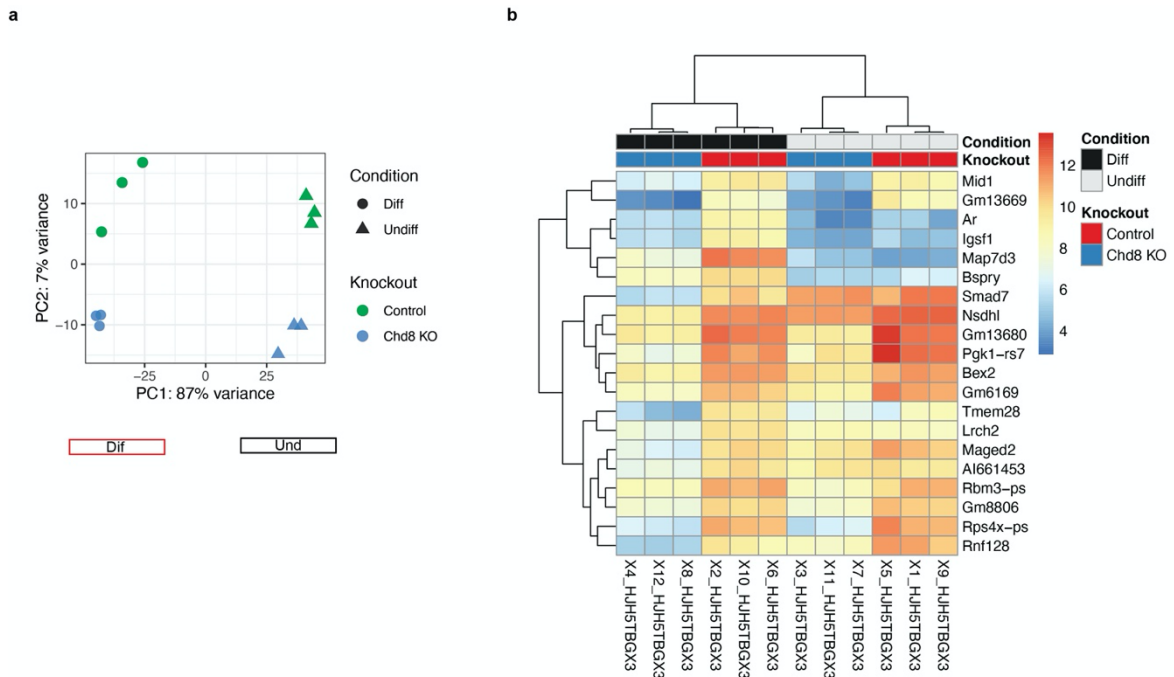

**a)** PCA plot of differentiated cells vs. undifferentiated cells. In blue the Chd8 KO, in green the control (CTRL). Triangles and circles indicate undifferentiated and untreated cells (Und - Dif), respectively **b)** Clustered heatmap graph, showing normalized RNA-seq read counts for Chd8 KO vs Controls. The top 20 significantly differentially expressed genes were included in the heatmap.

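Over the 500 most variable genes of the 11 libraries of the KO experiment, the first principal component of log2 CPM held 85.8% of the variance and the second 5.58%. The first separated the undifferentiated libraries, between 47.1 and 69.8, from the differentiated ones, between -62.3 and -34.7. On the second, the undifferentiated KO libraries lay at -9.81 and -9.14, and the WT libraries 32 and 36 at 8.43 and 8.95. The WT library 39 lay at -10.9, on the side of the KO libraries. Among the differentiated libraries, KO lay at 10.5 and -4.16, and the WT libraries 31, 35, 37 and 38 at 26.8, 15.2, -18.4 and -17.6. The second component therefore did not separate the libraries by their label in either state. On the third, the differentiated KO libraries lay at 13.6 and 5.52, above the WT libraries 31, 35, 37 and 38 at 4.27, -1.25, -12.7 and -11.0. The undifferentiated KO libraries lay there at 11.2 and 11.2, with WT library 39 at 12.7 and WT libraries 32 and 36 at -16.1 and -17.4.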

# Supplementary material for: Chd8 regulates X chromosome inactivation in mouse through fine-tuning control of Xist expression
**Source:** Commun Biol. 2021 Apr 15;4:485. doi: 10.1038/s42003-021-01945-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** siRNA-mediated Chd8 KD, table of significantly deregulated genes. Gene names and relevant stats are shown.

**File name:** Supplementary Data 2

**Description:** shRNA-mediated Chd8 KD, table of significantly deregulated genes (Tab1, Chd8.1; Tab2, Chd8.2). Gene names and relevant stats are shown.

**File name:** Supplementary Data 3

**Description:** Chd8 KO, table of significantly deregulated genes. Gene names and relevant stats are shown.

**File name:** Supplementary Data 4

**Description:** Chd8 IP mass-spectrometry analysis. Ranked peptides from the used antibodies (see Methods for details).

**File name:** Supplementary Data 5

**Description:** Complete list of all primers used in this manuscript.

**File name:** Supplementary Data 6

**Description:** Raw data underlying the shown graphs and unprocessed blots.

# Supplementary material for: Chd8 regulates X chromosome inactivation in mouse through fine-tuning control of Xist expression
**Source:** Commun Biol. 2021 Apr 15;4:485. doi: 10.1038/s42003-021-01945-1
**Supplement:** Supplementary file 10 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

NA

Data analysis

NA

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Figures 1-5 and S1- 12 have associated raw data or next gen data, included in Supplementary Data 6 file or at the indicated repositories.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                            |
|-----------------|--------------------------------------------|
| Sample size     | N=2 to 6                                   |
| Data exclusions | No data was excluded from the analyses     |
| Replication     | All experiments were repeated 2 to 3 times |
| Randomization   | NA                                         |
| Blinding        | For slides scoring                         |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | CHD8 Novus biological (NB100-60417) and bethyl (A301-224A), HA ab (H6908) and Vinculin ab (V9264-200UL) ; H3K27me3 Active Motif (#39155, #39536); H3K4me3 antibodies (Active Motif, Cat number 39159); YY1 (H-10): Santa Cruz sc-7341; YY1 Diagenode AB_2793763; WDR5: Diagenode C15310101, INO80 ab was purchased from Abcam (Cat. Number: ab105451) |
| Validation      | The antibodies were validated elsewhere (see company datasheets) or cited publications                                                                                                                                                                                                                                                                |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                       |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | ES cell lines were derived from existing lines. Sources are properly cited in the manuscript.                                         |
| Authentication                                                    | <i>Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.</i> |
| Mycoplasma contamination                                          | Cells were routinely tested for mycoplasma contamination                                                                              |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used                                                                                             |

## ChIP-seq

### Data deposition

|                                                                                                                                                           |                                                                          |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> Confirm that both raw and final processed data have been deposited in a public database such as <a href="#">GEO</a> . |                                                                          |
| <input checked="" type="checkbox"/> Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.              |                                                                          |
| Data access links<br><i>May remain private before publication.</i>                                                                                        | GSE166858 and GSE166859                                                  |
| Files in database submission                                                                                                                              | <i>Provide a list of all files available in the database submission.</i> |

Genome browser session  
(e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

Replicates

2-3 replicates per ChIP experiment

Sequencing depth

60 to >100M reads per ChIP experiment.

Antibodies

CHD8 Novus biological (NB100-60417) and bethyl (A301-224A), HA ab (H6908) and Vinculin ab (V9264-200UL) ; H3K27me3 Active Motif (#39155, #39536); H3K4me3 antibodies (Active Motif, Cat number 39159); Santa Cruz sc-7341; INO80 ab was purchased from Abcam (Cat. Number: ab105451)

Peak calling parameters

The software MACS2 called peaks with 0.05 as FDR cut-off and consensus peak sets were derived for the duplicated experiments using Bioconductor's package DiffBind (<http://liulab.dfci.harvard.edu/MACS/>; <https://www.bioconductor.org>).

Data quality

Picard tools were used to remove duplicate reads and samTools to filter out reads with mapping quality below two (<https://broadinstitute.github.io/picard/>). Subsequently, coverage plots were generated with deepTools using a bin size of 50 (or 100b) and RPKM (reads per kilobase per million) normalization.

Software

Analysis has been performed in R (bioconductor) or Python.

How the deposited data were processed for this re-analysis (not part of the article)

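RNA-seq libraries of a female mouse embryonic stem cell line were analysed from 3 experiments: Chd8 siRNA (11 libraries), stable Chd8 shRNA lines Chd8.1 and Chd8.2 (17 libraries) and Chd8 KO (11 libraries). Cells were undifferentiated or differentiated for 3 days in neuronal medium, and each library was assigned to the condition that its sample label gives.

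The authors trimmed reads with cutadapt, aligned them with STAR, and counted reads over the exons of each gene with featureCounts and an Ensembl mouse annotation; the versions of these tools and the strand setting are not given in the methods. The values the authors deposited are these raw counts, whole numbers with no normalization, in one table of 50686 rows and 39 libraries. The table does not pair rows with gene identifiers or names. Rows were not named by their order. Whether the mean normalized counts of the paper's supplementary tables would identify rows was checked over many sets of libraries, and the matches gave no usable pairing. Results that need gene names (Chd8, Xist and the other factors of the X inactivation centre, differentiation markers, X-linked genes, and normalization on autosomal genes) were therefore not analysed here. The rule set for naming genes (genes the paper names, marker lists, and the 5 called genes that rose and the 5 that fell most in each comparison with a mean of 50 counts or more and groups that do not overlap) named no gene for the same reason. No row is printed. All columns of the table were used.

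Total counts per library ran from 8078632 to 64354860 (median 27730691), with 22457 to 28641 rows detected per library; 12716 rows had no count in any library. The largest row took at most 1.45% of a library. At these totals the counting error of most tested genes is small beside the spread between libraries: over the 48 pairs of libraries of one condition, the chi-square of the counts per degree of freedom ran from 2.90 to 161 (median 43.5), over rows with a summed count of 10 or more. No pair differed by less than the sampling noise, so none was treated as a repeat of 1 library, and n counts each library that the labels list as a separate sample. Whether these came from separate cultures was not tested, and the labels do not say. The differentiated shRNA pairs 12 and 13 (scrambled, 3.48), 14 and 15 (Chd8.1, 4.60) and 16 and 17 (Chd8.2, 2.90) differed far less than the other pairs of their groups (16.9 to 70.4). The same holds for the undifferentiated WT libraries 32 and 36 (4.84, against 115 and 156 for each with library 39) and for the Chd8 siRNA libraries 6 and 7 (6.32) and 9 and 10 (9.07, against 15.5 to 161 for the other pairs of that group). The only 2 undifferentiated KO libraries, 30 and 34, differed by 5.32. If such a pair came from 1 culture, n would overstate the number of independent replicates, most of all in undifferentiated KO against WT without library 39, where each group is 1 such pair.

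From the counts, edgeR 4.0.16 in R 4.3.3 (filterByExpr with its defaults of 10 counts and a total of 15, TMM normalization, glmQLFit and glmQLFTest) compared each treated group with its control in a fit of those 2 groups. A gene was called at a Benjamini-Hochberg adjusted p of 0.05 or less and an absolute log2 fold change of 1 or more, the thresholds of the paper's methods. The authors ran DESeq2 with batch as a term; the labels name no batch, so none was fitted. The KO effect in differentiated against undifferentiated cells was tested as an interaction in one fit of the 4 groups. Overlaps of called genes were tested with Fisher's exact test among genes tested in both comparisons, and the comparisons that share scrambled libraries were set beside 50 simulations of unchanged groups. Principal components were computed per experiment on log2 CPM with a prior count of 2 over the 500 most variable genes. The differentiation shift was the median log2 fold change in KO over genes called between differentiated and undifferentiated scrambled shRNA libraries. A score per library from such genes, with an exact permutation test, was added after the counts were seen. For the siRNA and KO experiments its genes came from the scrambled shRNA libraries, and for the shRNA experiment from the undifferentiated and scrambled siRNA libraries.

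The following alternatives were set before the data were examined: DESeq2 1.42.0, RLE size factors, no filter (at least 1 count), a mean of at least 50 counts, all libraries of an experiment in one fit, a robust spread, no minimum fold change, and leaving out each library in turn. After the counts were seen, a fit with 1 surrogate variable (svaseq in sva 3.50.0), a fit with the depth range of the shRNA libraries (under or over 20000000 counts) as a covariate, and overlaps and principal components with each library left out were added. The tests were tested on simulated counts with the real means and library sizes. In these, 200 of the better expressed genes were changed by 2 on the log2 scale. Each gene was drawn independently, with the spread fitted to its expression level. edgeR recovered between 88.5% and 100% of the changed genes in the comparisons of 2 groups, and 74% in the interaction. Variation shared across genes was absent, so this recovery does not measure power in the real libraries. In a simulation of the shift with a true difference of 0.5 between rising and falling genes, 0.49 was recovered.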

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

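The tests of explanations and the counts of other splits of the libraries in this part were chosen after the results were seen, and leaving out each library was set beforehand.

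Between the undifferentiated libraries labelled KO (n = 2) and WT (n = 3), a comparison for which the paper reports no list of genes, edgeR called 19 of 17144 genes, 6 higher and 13 lower in KO. Without the WT library 39, edgeR called 2370 genes, 658 higher and 1712 lower in KO, including all 19, so this library lowers the count. That fit rests on 2 pairs of close libraries, WT 32 and 36 and KO 30 and 34 (chi-square of the counts per degree of freedom, 4.84 and 5.32, against 115 and 156 for library 39 with 32 and 36). If a pair came from 1 culture, which the labels do not say, the 2370 genes would overstate the difference that independent replicates support, and the measures below that use these genes have the same limit. Without any 1 of the other 4 libraries, edgeR called 0, with 1089 to 2307 genes at an unadjusted p under 0.05, and DESeq2 called 886 with all 5. Of the 10 ways of splitting these 5 libraries into 2 and 3, 2 gave 19 genes or more, and with 10 splits chance cannot be excluded.

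Library 39 lay apart from the other undifferentiated WT libraries, 32 and 36. Its distance to them was 2.15 and 2.22 on the log2 scale, against 0.47 between libraries 32 and 36, and 1.57 and 1.58 to the KO libraries, which lay 0.45 from each other. Its total of 27730691 counts lies between those of libraries 32 and 36 (21771356 and 40825107), which argues against library size. Its 10 highest rows took 5.45% of its counts, against 5.70% and 5.53% in libraries 32 and 36, which argues against a few genes taking most of the counts. On the differentiation score it lay 12.8% of the way from the other undifferentiated to the differentiated WT libraries. Over the genes called without library 39, differentiated WT libraries lay on average 83.6% of the way from undifferentiated WT libraries 32 and 36 to undifferentiated KO. Partial differentiation of that extent would place a library otherwise like 32 and 36 at 10.7%, and library 39 lay at 65.7%. A mislabelled sample stays open, although undifferentiated control libraries of the other experiments also lay between the WT libraries 32 and 36 and the KO libraries over these genes. The ends of that scale, 0% and 100%, were set by the WT libraries 32 and 36 and the 2 KO libraries, which also chose the genes. Another WT or KO library therefore need not lie near either end. Library 39 was nearer to KO at 1353 of 2342 genes (57.8%) and differed from libraries 32 and 36 by 2-fold or more at 3104 further genes. A different sub-clone, which the labels do not name, or another state of the culture cannot be told apart from this, since the edited gene is not identified in the table. The labels number library 39 next to WT libraries 37 and 38. Those lay 1.90 to 2.49 on the log2 scale from the differentiated WT libraries 31 and 35. Whether libraries 37 to 39 share a batch is not stated and was not tested, so a batch stays open as well. On the same scale the differentiated KO libraries lay at 95.0% and 115% and the differentiated WT libraries at 70.5%, 81.8%, 89.1% and 92.9%, so both KO libraries lay beyond every WT library.

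Across 24 combinations of a group of 4 or more libraries and a measure, 4 values, from 3 libraries, stood apart from their group, and chance flags about 1 in 20. The Chd8 siRNA library 10 had a total of 27140231 counts, far below the other 5 of its group, and its differentiation score of 2.16 was close to the 2.20 of library 9, which is deeper at 62949398. The differentiated scrambled shRNA library 27 had the most rows detected of its group, 24954, at a total of 30049993. The differentiated scrambled shRNA library 21 lay at -38.6 on the first principal component and at a differentiation score of 1.89, nearer to undifferentiated cells than the other 3 scrambled libraries on both measures, and its total of 32065634 was the highest of its group. No biological explanation was tested for these libraries, since the design gives none within a group.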

How the results depend on the processing

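In the siRNA comparison, edgeR called 0 genes (752 at an unadjusted p under 0.05), and 0 were called under each of the 8 alternatives, DESeq2 among them (1050 at an unadjusted p under 0.05), and with each library left out. Chd8.1 also gave 0 in edgeR (745) and under its 9 alternatives, DESeq2 among them (1023), and between 0 and 1 with each library left out (1 without the Chd8.1 library 28). Undifferentiated Chd8.2 gave 0 throughout, with 135 genes at an unadjusted p under 0.05 in edgeR and 122 in DESeq2. In other results the count moved with the tool, the filter and single libraries, and the causes were not tested.

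For Chd8.2, 24 genes in the main test became 231 with DESeq2, 153 with no filter and 46 with no minimum fold change. The 2 settings added after the counts were seen gave 256 (1 surrogate variable) and 195 (depth block). With each library left out the count ran from 0 to 102. It was 0 without the scrambled library 12 or 13 or the Chd8.2 library 16 or 17, 1 without the scrambled library 27, 52 without the scrambled library 21 and 102 without the Chd8.2 library 23. RLE size factors gave 23, a mean of at least 50 counts 31, all libraries of the experiment 26 and a robust spread 23. The 26 genes were 6 higher and 20 lower in Chd8.2, against 14 and 10 in the main test, and included 13 of the main 24.

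For KO, 3 genes became 208 with DESeq2, 21 with no filter, 16 with all libraries of the experiment and 277 with 1 surrogate variable, which was added after the counts were seen. The count was 0 with any of the 6 libraries left out. For undifferentiated KO, 19 became 886 with DESeq2, 205 with no filter, 43 with a mean of at least 50 counts, 98 with all libraries of the experiment and 8 with a robust spread, and ran from 0 to 2370 with each library left out (2370 without the WT library 39 and 0 without any other). For undifferentiated Chd8.1, 0 (414 genes at an unadjusted p under 0.05) became 1 with DESeq2 and 110 with no filter, and ran from 0 to 167 with each library left out (167 without the scrambled library 24). A fit that leaves 1 library in a group assumes that it varies like the other group.

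The KO effect by differentiation gave 0 genes with edgeR (1107 at an unadjusted p under 0.05), 91 with DESeq2 and 3 with no filter, and from 0 to 39 with each library left out (39 without the WT library 39, 1 without the WT library 37, 0 without any other). The overlap of Chd8.2 and KO called genes was 0 in the main test and with each library left out, 24 with DESeq2, 4 with no filter and 25 with 1 surrogate variable. The overlap of Chd8.1 and Chd8.2 called genes was 0 under every setting run, since Chd8.1 had no called gene in all but 1 of them.

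The median log2 fold change in KO moved by less than the spread between libraries with the other signature and with DESeq2. With each library left out it ran from -0.26 to -0.10 for genes that rise on differentiation and from -0.28 to 0.21 for genes that fall. The difference between them, -0.20, ran from -0.46 to 0.06. The first principal component held 83.3%, 94.9% and 85.8% of the variance in the siRNA, shRNA and KO experiments. Over all genes past the filter it held 66.3%, 72.8% and 66.7%, and the second component held 17.5%, 7.50% and 9.67%. With DESeq2's variance stabilizing transform it held 86.0%, 95.4% and 86.8%; of these, only the shRNA value moved by more than the SD over left-out libraries, which is smaller there. With each library left out the first component ran from 75.2% to 87.8%, from 94.3% to 95.5% and from 84.7% to 88.0%, and the second from 9.45% to 17.7%, from 1.08% to 1.64% and from 4.25% to 7.02%.

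Of the 35 splits of the Chd8.2 and scrambled libraries into groups of 3 and 4, 2 gave 24 called genes or more, the real one and the split into the libraries over and under 20000000 counts, which gave 397. Chance is therefore not excluded for that count by these splits, which did not hold the depth range fixed. For Chd8.1 a count of 0 is reached by all 35 of 35 splits and says nothing about chance. At an unadjusted p under 0.05, 16 of the 35 splits had at least the 745 genes of the real one. These splits mix in the difference between depth ranges, so they do not exclude chance and do not measure the line apart from depth. The split by depth gave 559 called genes. With the depth range as a covariate in edgeR, Chd8.2 had 195 called genes and Chd8.1 0, with 1939 Chd8.1 genes at an unadjusted p under 0.05. No splits were made within the depth ranges, so these values were not compared with chance. For KO, 4 of 15 splits gave 3 genes or more, and 15 splits cannot exclude chance by themselves.

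No paired analysis was run, since each library carries a number of its own in the labels and no number is shared between groups. In the KO experiment the numbers run through the groups from 29 to 32 and again from 33 to 36. Whether such a run is a batch is not stated, and no fit blocked by runs was made. Within these runs the differentiated KO library had the higher differentiation score, 0.95 against 0.68 and 1.51 against 1.33 for WT. WT libraries 37 and 38, at 2.00 and 2.06, followed in a run without KO and raised the WT mean. Normalization on autosomal genes, the results on X-linked genes and the named genes were not run, since the table's rows are not paired with genes. The alternatives on libraries whose name and label differ and on batch were not run, since the columns carry only library numbers and no batch is named. The shallowest library, Chd8.1 library 15, had 8078632 counts, and without it edgeR called 0 genes for Chd8.1, with 316 at an unadjusted p under 0.05. DESeq2 was not run without it.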

Differences from the paper's values

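All values below are from libraries as labelled, and the paper's tests, with batch as a term, were on its own set of libraries. For siRNA, the paper reports 11 DEG, 6 upregulated and 5 downregulated, and 0 genes were called here with edgeR (752 at an unadjusted p under 0.05) and with DESeq2 (1050); no alternative set before the data were examined came within the paper's value, and neither did the surrogate variable added afterwards.

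For Chd8.1, the paper's text gives 35 DEG, 8 upregulated and 27 downregulated, against 0 called here with edgeR (745 at an unadjusted p under 0.05) and with DESeq2 (1023), and none of the alternatives set before the data were examined, nor those added later, came close to 35. The fold changes that Supplementary Data 2 lists for this line have the opposite split, 27 positive and 8 negative, so the direction of the paper's values is uncertain.

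For Chd8.2, the paper reports 213 DEG, 105 upregulated and 108 downregulated, against 24 called here, 14 higher and 10 lower. Of the alternatives set before the data were examined, DESeq2 (231 genes, 108 higher and 123 lower) and no filter on low counts (153 genes, 81 higher and 72 lower) fall within 1.5 times the paper's values. RLE size factors, a mean of at least 50 counts, all libraries of the experiment, a robust spread and no minimum fold change do not. Of single libraries left out, only the fit without the Chd8.2 library 23 has a number of higher genes, 74, within 1.5 times the paper's. The depth block (195 genes) and 1 surrogate variable (256 genes) also fall within it, but both were chosen after seeing the values; the genes are not named here, so how many of the paper's own genes they drop is not known.

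For KO, the paper reports 2485 DEG, 857 upregulated and 1628 downregulated, against 3 called here, 1 higher and 2 lower. None of the alternatives set before the data were examined comes within 1.5 times of it; DESeq2 gave 208 and 1 surrogate variable, added later, 277. In undifferentiated cells, a comparison the paper does not report as a number of genes, the fit without the WT library 39 called 2370, with each group 1 pair of close libraries.

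The paper reports that 160 of the Chd8.2 genes, 75.1%, were also changed in KO, against 0 shared genes and 0% here. Among the genes tested in both, edgeR called only 23 in Chd8.2 and 2 in KO, so at most 2 could have been shared. With 226 and 199 called, DESeq2 gave 24 shared genes and 10.6%, and no filter gave 4 and 2.61%, so no alternative comes within 1.5 times of either value.

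Of scrambled siRNA libraries of differentiated cells, the labels name 2, where Supplementary Fig. 6b shows about 4, read by eye. For differentiated Chd8.1 and Chd8.2 cells the labels name 4 and 3 libraries, where Supplementary Fig. 8b shows 3 and 4. For differentiated KO and WT cells they name 2 and 4, where Supplementary Fig. 12b shows 3 and 3. A library in the wrong group would change the counts of called genes. The separation of all KO from all control libraries that Supplementary Fig. 12a shows on the second component within each state was not seen with the libraries as labelled, where the WT library 39 lay at -10.9 beside KO libraries at -9.81 and -9.14. On the third component the differentiated libraries did part by label, with KO at 13.6 and 5.52 and WT from -12.7 to 4.27.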

Other observations

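The tests of explanations in this part were chosen after the results were seen.

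The differentiated shRNA libraries fell into 2 depth ranges, 6 libraries with 8078632 to 19580625 counts and 5 with 23662846 to 32528388, and each range held libraries of all 3 lines. The shallower libraries are numbered 12 to 17 in the labels, and the deeper ones 21 to 23, 27 and 28. Between the ranges, edgeR called 559 genes among the scrambled and Chd8.1 libraries and 397 among the scrambled and Chd8.2 libraries, more than between either line and its control. After every library was thinned to 8078632 counts, 163 and 131 genes were still called between the ranges, which argues against library size as the whole cause. A difference between library or sequencing batches may be a source, but this stays open: the counts of 559 and 163 genes prompted the explanation and so do not favour it, the labels name no batch, and a batch cannot be told apart from depth in these libraries. The authors state that their fits controlled for batch. As a hypothesis, this variation may hide part of the Chd8.2 effect, since a fit with the depth range as a covariate called 195 genes where the fit without it called 24.

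The differentiated siRNA libraries differed in how far they had differentiated. The Chd8 siRNA libraries 9 and 10 and the scrambled library 11 scored 2.16 to 2.20, and the other 5 libraries, 1 of them scrambled, 0.30 to 1.30. The Chd8 knockdown was not excluded as a contributor (exact permutation test, two-sided, p = 0.357), and libraries of both conditions scored high and low. Library size is not the whole cause. After every siRNA library was thinned to 27140231 counts, the SD of the score over these 8 libraries was 0.818, against 0.854 as deposited, and no score changed by more than 0.121. The total of library 9, 62949398 counts, lies between those of libraries 2 and 3 (64354860 and 61022733), which scored 0.68 and 0.57. Supplementary Fig. 6b names a second flow cell for a few knockdown and scrambled libraries, and which labelled libraries these are is not known, so a sequencing batch stays untested.

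The undifferentiated libraries of the other experiments also differed along the genes called between undifferentiated KO and WT without library 39, a fit in which each group is 1 pair of close libraries that may not be independent. Over 2307 of these genes, as the mean log2 CPM with the sign of the KO change, the untreated siRNA libraries 1, 5 and 8 lay at -1.16, -1.18 and -0.60. Over 2146 of them, the scrambled shRNA libraries 18 and 24 lay at -1.002 and -0.70, the Chd8.1 libraries 19 and 25 at -0.67 and -0.61, and the Chd8.2 libraries 20 and 26 at -0.64 and -0.46. On the same measure over 2342 genes, the undifferentiated KO and WT libraries 30, 34, 32 and 36 lay at 0.06, 0.07, -1.54 and -1.60, and the WT library 39 at -0.50. Control libraries of the other experiments thus lay between library 39 and the other undifferentiated WT libraries, so a value between WT and KO on this measure may not be specific to KO cells; each experiment was normalized by itself and the gene sets differ in size, which limits this comparison. No explanation was tested for these values.

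The KO effects in differentiated and undifferentiated cells shared called genes. The 2 comparisons have no library in common but are not independent, since both set KO cells against the same parental line. With DESeq2 in both, 72 of 186 genes called in differentiated KO cells were also called in undifferentiated ones, where 9.07 would be shared by chance, and all 72 changed in the same direction (Fisher's exact test, two-sided, p = 3.60e-46). The 3 genes that edgeR called in differentiated KO cells were all among the undifferentiated DESeq2 calls, in the same direction (Fisher's exact test, two-sided, p = 0.000122). Such an overlap is more than unrelated lists would give, and it holds for the libraries as labelled. Fisher's exact test takes genes as independent, here and in the next paragraph, which they are not. In both states KO libraries come from label runs 29 to 32 and 33 to 36, and WT libraries also from 37 to 39. The overlap therefore does not tell a loss of Chd8 from a difference between clones or runs. The lists also depended on the tool: edgeR called 3 and 19 genes, and DESeq2 208 and 886.

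The Chd8.2 effect and the undifferentiated KO effect shared more called genes than chance gives where both were called by DESeq2, 21 of 193 Chd8.2 genes with 9.05 by chance and 17 in the same direction (Fisher's exact test, two-sided, p = 0.000378), and 0 of 21 with edgeR in both (p = 1). Against the undifferentiated KO genes called by edgeR without the WT library 39, 52 of 193 DESeq2 genes of Chd8.2 were shared, with 20.1 by chance, 35 of them in the same direction.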
